# The role of interferon regulatory factor 8 for retinal tissue homeostasis and development of choroidal neovascularisation

**DOI:** 10.1186/s12974-021-02230-y

**Published:** 2021-09-20

**Authors:** Peipei Zhang, Anja Schlecht, Julian Wolf, Stefaniya Boneva, Yannik Laich, Jana Koch, Franziska Ludwig, Myriam Boeck, Adrian Thien, Carmen Härdtner, Katrin Kierdorf, Hansjürgen Agostini, Günther Schlunck, Marco Prinz, Ingo Hilgendorf, Peter Wieghofer, Clemens Lange

**Keywords:** Irf8, Interferon regulatory factor 8, Retinal microglia, Choroidal neovascularisation, RNA sequencing

## Abstract

**Background:**

Microglia cells represent the resident innate immune cells of the retina and are important for retinal development and tissue homeostasis. However, dysfunctional microglia can have a negative impact on the structural and functional integrity of the retina under native and pathological conditions.

**Methods:**

In this study, we examined interferon-regulatory factor 8 (*Irf8*)–deficient mice to determine the transcriptional profile, morphology, and temporospatial distribution of microglia lacking *Irf8* and to explore the effects on retinal development, tissue homeostasis, and formation of choroidal neovascularisation (CNV).

**Results:**

Our study shows that *Irf8*-deficient MG exhibit a considerable loss of microglial signature genes accompanied by a severely altered MG morphology. An in-depth characterisation by fundus photography, fluorescein angiography, optical coherence tomography and electroretinography revealed no major retinal abnormalities during steady state. However, in the laser-induced CNV model, *Irf8*-deficient microglia showed an increased activity of biological processes critical for inflammation and cell adhesion and a reduced MG cell density near the lesions, which was associated with significantly increased CNV lesion size.

**Conclusions:**

Our results suggest that loss of *Irf8* in microglia has negligible effects on retinal homeostasis in the steady state. However, under pathological conditions, *Irf8* is crucial for the transformation of resident microglia into a reactive phenotype and thus for the suppression of retinal inflammation and CNV formation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-021-02230-y.

## Background

Retinal microglia cells (rMG) constitute the resident myeloid cell population in the neuroretina and are critical for retinal development, tissue homeostasis and response to cell damage. During development, rMG are in intimate contact to endothelial tip cells and contribute to postnatal vascular development [16] as well as neuronal survival by modulating programmed cell death and trophic influences [56]. During adulthood, rMG interact closely with synapses to maintain synaptic structure and electroretinal function and continuously scan the local environment for danger signals associated with injury or pathogens [56]. In response to tissue damage or infection, rMG rapidly attain an activated phenotype, migrate towards the site of injury and contribute to phagocytosis, inflammation and pathological events [4, 52, 59]. As such, activated microglia cells have been found in the subretinal space of patients with age-related macular degeneration (AMD) and in particular at sites of choroidal neovascularisation (CNV) in neovascular AMD [11, 20] which is a common cause of irreversible blindness in the elderly [10, 60]. Studies on the role of rMG in the development of CNV, however, revealed conflicting results, and both detrimental and protective roles of MG for the progression of CNV have been discussed in the past [2, 14, 36, 49, 51].

The interferon regulatory factor (IRF) family of transcription factors consists of nine members that are involved in hematopoietic differentiation, oncogenesis, Toll-like and purinergic receptor signalling and expression of interferons and interferon-inducible genes [39, 57]. In particular, *Irf8* plays a pivotal role in the regulation of lineage commitment and MG cell maturation during brain development [27, 47]. Besides its essential role during development, *Irf8* is crucial for the function of resident myeloid cells in the adult steady state. As such, the deletion of *Irf8* in mice leads to a disturbed homeostasis of resident tissue macrophages in the liver, the kidney and brain including microglia and other CNS-associated macrophages [19, 25, 48, 58]. The role of *Irf8* in regulating rMG gene expression and its influence on retinal development and neuroretinal function, however, are currently unknown.

The aim of this study was to determine the function of IRF8 in retinal microglia in the healthy as well as perturbed retina. Specifically, we aimed to investigate whether IRF8 is involved in microglial cell homeostasis, neuroretinal function and pathological CNV formation. The latter is of particular interest, as PU.1 and CSF1R signalling acting upstream and downstream of IRF8, respectively, are critical for postnatal angiogenesis and formation of pathological neovascularisation in the eye [16, 54]. For this purpose, we analysed *Irf8* reporter and knockout mice by *in vivo* imaging, functional studies, flow cytometry, immunohistochemistry and RNA sequencing (RNA-seq). We found that *Irf8*-deficient MG exhibited functionally relevant alterations in gene expression patterns that were associated with a significant disruption of microglial development, normal postnatal retinal vascular and functional development, and increased CNV lesion size in the adult situation.

## Methods

### Mice

All animal experiments were authorized by the local animal care and use committee under the respective EU, national, federal and institutional regulations for animal experiments (ethical protocol numbers G14/89, G20/13). Mice were bred on a C57BL/6J background and devoid of the Crb1 mutation. *Cx3cr1*^GFP/GFP^ mice were crossed with C57BL/6J mice to generate *Cx3cr1*^GFP/+^ (*Irf8* WT) mice. *Irf8*^-/-^ mice were crossed with *Irf8*^-/-^*Cx3cr1*^GFP/GFP^ mice to obtain *Cx3cr1*^GFP/+^:*Irf8*^-/-^ (*Irf8* KO) mice [24, 26]. Phage artificial chromosome-transgenic *Irf8-*VENUS reporter mice were used to trace the expression of IRF8 [53]. *CAG::mRFP1* mice were purchased from the Jackson Laboratory (Bar Harbor, ME).

### Genotyping

Transgenic mice were genotyped according to the primers and programs shown in supplemental table 1.

### Laser-induced choroidal neovascularisation (CNV)

The laser-induced CNV model was used as previously described [15, 31, 50]. In brief, mice were anaesthetized by intraperitoneal administration of ketamine hydrochloride (100 mg/kg, Pharmacia & Upjohn, Erlangen, Germany) and xylazine (6 mg/kg, Bayer Vital GmbH, Leverkusen, Germany). Pupillary dilatation was achieved by applying 0.5% tropicamide (Bausch + Lomb, Berlin, Germany) and 5% phenylephrine hydrochloride (URSAPHARM Arzneimittel GmbH, Saarbrücken, Germany). After covering the cornea with a coverslip coated with dexpanthenol eye gel (50 mg/g, Bausch + Lomb, Berlin, Germany), three to six laser spots (488 nm, 150 mW, 100 μm and 100 ms) were applied to each eye using the VISULAS 532s Laser System (Carl Zeiss, Jena, Germany) in combination with ZEISS Laser Slit Lamp 532s (Carl Zeiss, Jena, Germany). Only laser spots with visible formation of vaporisation bubbles were included in this study.

### Bone marrow transplantation

Bone marrow transplantation experiments were carried out as previously described [22]. In brief, a total of 12 recipient control and 14 *Irf8* knockout mice were head-shielded and lethally irradiated (RS2000 irradiator, Rad Source, Kanas, USA) in two independent experiments. Meanwhile, bone marrow cells (BMCs) were collected from the tibias and femurs of CAG-mRFP1 mice and resuspended in phosphate-buffered saline (PBS). The recipient mice were intravenously injected with 3 × 10^6^ BMCs via the tail vein. Nine weeks after bone marrow transplantation, the efficiency of reconstitution was assessed by flow cytometry which will be explained below.

### *In vivo* characterisation and analysis

Fundus morphology, retinal structure and physiological function were investigated using fundus photography, fundus fluorescein angiography (FFA), optical coherence tomography (OCT) and electroretinography (ERG) as previously described [32]. Fundus photography, FFA and OCT were performed using a Micron III retinal microscope (Phoenix Technology Group, Pleasanton, CA, USA) and the StreamPix software (Norpix Inc., Montreal, Canada). For FFA, 10% sodium fluorescein (Alcon, Freiburg, Germany) was diluted to a concentration of 50 μL/mL in 0.9% sodium chloride for injection (VWR, Leuven, Belgium) and administered intraperitoneally (2 μL/g). Ninety seconds after dye injection, the angiograms were recorded. For quantification of CNV size, hyperfluorescent areas in early-phase angiograms were measured in pixels using ImageJ. Image-guided OCT was performed using the OCT2 scan head. In OCT images, the thickness of the inner nuclear layer (INL) (200 pixels from the optic nerve head) was measured using ImageJ (https://imagej.nih.gov/ij/). For ERG, mice were dark-adapted overnight and anaesthetized by intraperitoneal injection of ketamine hydrochloride (66.8 mg/kg) and xylazine (12.76 mg/kg). ERG signals were amplified, recorded and analysed automatically using Ganzfeld Q450 (Roland-Consult, Brandenburg, Germany) with the integrated software developed by Prof. Dr. rer. nat. Michael Bach (Eye Center, University of Freiburg, Germany).

### Immunohistochemistry and imaging

After intracardiac perfusion with PBS and 4% paraformaldehyde (PFA), eyes were fixated in 4% PFA for 45 min at room temperature and processed to RPE-choroidal-scleral and retinal flat mounts. After incubation in PBST/BSA blocking buffer overnight, the flat mounts were incubated with primary antibodies against collagen type IV (1:500, AB769, Merck Millipore, Darmstadt, Germany), Iba1 (1:500, #019-19741, Wako, Neuss, Germany) or alpha smooth muscle actin (SMA, 1:500, ab5694, Abcam, Cambridge, UK) for two nights at 4 °C, followed by incubation with Alexa Fluor® 568 or 647-conjugated secondary antibodies overnight at 4 °C (1:500, Life technologies, Eugene, OR, USA). Eyes of *Irf8*-VENUS mice were fixated in 4% PFA for 1 h and incubated in 10%, 20% and 30% sucrose for 24 h each prior to embedding in Tissue-Tek O.C.T. compound (Sakura, Aplphen aan den Rijn, The Netherlands). Seven micrometre-thick cryosections were cut using a cryostat (Leica CM1950, Leica, Nussloch, Germany). Following blocking in Ultra V block for 10 min at room temperature, the sections were incubated with primary antibodies against ßIII tubulin (1:500, ab18207, Abcam, Cambridge, UK), collagen type IV (1:1000, ab6586, Abcam, Cambridge, UK), Ceh-10 homeo domain containing homolog (CHX10, 1:200, ab16141, Abcam, Cambridge, UK), GFP (1:500, 600-101-215, ROCKLAND, Limerick, PA, USA), glial fibrillary acidic protein (GFAP, 1:500, 087A1005RE, Fremont, CA, USA) or Iba1 (1:500) for 60 min with corresponding Alexa Fluor® 568-conjugated secondary antibodies (1:500, Life technologies, Eugene, OR, USA). Nuclei were counterstained with 4,6-diamidino-2-phenylindole (DAPI). Stainings were imaged using the Nano Zoomer S60 digital slide scanner (Hamamatsu, Herrsching am Ammersee, Germany) and analysed with NDP viewer software (Hamamatsu, Herrsching am Ammersee, Germany) or with a confocal laser scanning microscope (Zeiss LSM 510 or Leica TCS SP8 or Olympus FV1000), Zen software (Carl Zeiss, Jena, Germany), LAS X software (Leica, Nussloch, Germany) or Fluoview FV1000 (Olympus, Tokyo, Japan). For a detailed list of antibodies used, see supplementary table 2.

### Three-dimensional reconstruction of retinal microglia

Imaging for 3D reconstruction was performed using a Zeiss LSM 510 confocal laser scanning microscope with a 20× objective, 3× zoom and 1024 × 1024 pixel resolution. The interval thickness of the z-stacks was set to 1.0 μm. The morphology of retinal microglia in the inner plexiform layer (IPL) and outer plexiform layer (OPL) was determined by a three-dimensional reconstruction using the filament mode of IMARIS software (Bitplane, Zurich, Switzerland). Three cells per layer and mouse were reconstructed and analysed.

### Fluorescence-activated cell sorting

Following transcardial perfusion with 1× PBS and enucleation, eyes were dissected in ice-cold 1× PBS to isolate the retinae of *Irf8*^*+*/+^*Cx3cr*1^GFP/+^ *or Irf8*^-/-^*Cx3cr*1^GFP/+^. For the lasered mice, the central parts (70%) of the retinae were used for FACS while the peripheral parts were omitted. After tissue homogenisation and filtration through a 50-μm cell strainer (Sysmex, Goerlitz, Germany), dead cell exclusion was performed by incubation with fixable viability dye 780 (1:1000, 65-0865-14, eBioscience, Waltham, MA, USA). Anti-CD16/CD32 (Fc) receptor (1:200, 553142, BD Biosciences, Heidelberg, Germany) was used to avoid unspecific binding. Following staining with anti-CD45 (1:200, 103133, BioLegend, San Diego, CA, USA), anti-CD11b (1:200, 17-0112-83, eBioscience, Waltham, MA, USA), anti-Ly6C (1:200, 560593, BD Bioscience, Heidelberg, Germany) and anti-Ly6G (1:200, 560601, BD Biosciences, Heidelberg, Germany) for 20 min at 4 °C, retinal microglia characterised as CD45^low^CD11b^+^*Cx3cr1*^GFP/+^Ly6C^-^Ly6G^-^ were analysed and sorted into RNA stabilisation reagent (QIAGEN, Hilden, Germany) using a MoFlo Astrios EQ High Speed Cell Sorter (Beckman Coulter, Munich, Germany). For RNA sequencing, an average number of 10,000 retinal microglia per sample was obtained from pooling 3 to 4 mice. Flow cytometric purification of wild-type retinal and brain microglia together with bone marrow–derived monocytes was described before [59]. Data are available under the GSE accession number GSE160845. For a detailed list of antibodies used, see supplementary table 2.

### RNA extraction

RNA extraction, RNA library preparation and RNA sequencing were performed in collaboration with the Genomics Core Facility "KFB-Center of Excellence for Fluorescent Bioanalytics" (University of Regensburg, Germany). RNA extraction was performed according to manufacturer’s instructions using the RNeasy Plus Mini Kit (QIAGEN, Hilden, Germany). After pelleting the sample by centrifugation, the RNA stabilisation reagent was removed and replaced by RLT Plus buffer for lysing retinal microglia. Genomic DNA was removed selectively and efficiently by using gDNA Eliminator spin columns for RNA purification. After adding Ethanol to the flow-through, the sample was applied to an RNeasy MinElute spin column to collect RNA. Finally, after washing the column, total purified RNA was eluted in RNase-free water. The quality and integrity of total RNA was assessed with a Agilent 2100 Bioanalyser in combination with the RNA 6000 Pico LabChip Kit (Agilent, Palo Alto, CA, USA).

### RNA sequencing

First-strand cDNA was generated using SMARTer Ultra Low Input RNA Kit for Sequencing v4 (Clontech Laboratories, Inc., Mountain View, CA, USA). Double-standed cDNA was amplified with LD PCR and purified with AMPure XP beads. Library preparation was constructed conforming to the Illumina Nextera XT Sample Preparation Guide (Illumina, San Diego, CA, USA). In brief, 150 pg of input cDNA was tagmented via Nextera XT transposome. The products were purified and amplified with a limited-cycle PCR program to construct sequencing libraries. The libraries were quantified with the KAPA SYBR FAST ABI Prism Library Quantification Kit (Kapa Biosystems, Wobum, MA, USA). Equimolar amounts of each library were pooled for cluster generation on the cBot using the Illumina TruSeq SR Cluster Kit v3. The sequencing run was performed on a HiSeq1000 instrument with TruSeq SBS Kit v3 according to the Illumina HiSeq 1000 System User Guide. Illumina image analysis and base calling were recorded in library base call format (.bcl) and further converted to Fastq files via the CASAVA1.8.2 software.

### RNA sequencing data analysis

Quality control and transcriptome profiling including reads mapping, annotation, quantification and normalisation were performed by GenXPro (GenXPro, Frankfurt, Germany). Briefly, FastQC was performed to assess sequencing quality. After removing reads containing adapter sequences and duplicate reads via cutadapt software (GitHub, San Francisco, CA, USA) and FastUniq, the filtered reads were mapped to the mouse genome from ENSEMBL (https://www.ensembl.org/Mus_musculus/Info/Index) using bowtie2. The transcripts were functionally annotated with gene transfer format file version 90, quantified using HTSeq and normalised as transcripts per kilobase million (TPM) via DESeq2. Differential gene expression analysis with threshold (log2 fold change greater than 1.5 or less than − 1.5, *p* < 0.05, TPM ≥ 100 in at least one of the two compared groups) was performed using DESeq2. Data was visualised using RStudio (v1.2.1335) and R (v3.5.3). Volcano plots were created using the *ggplot2* package, and Gene Ontology (GO) analysis was performed using R with the *clusterProfiler 3.10.1* package [62].

### Protein analysis

Protein was extracted from the choroid and the retinae using RIPA buffer (#R2078, Sigma Aldrich) containing protease inhibitor (cOmplete, Mini; edta-FREE Protease inhibitor Cocktail, Roche Diagnostics, Manheim, Germany) and phosphatase inhibitors (PhosSTOP, Roche Diagnostics, Manheim, Germany), respectively, for preservation. Total protein concentration for each sample was measured with the Pierce^TM^ Bicinchoninic Acid Protein Assay Kit (Thermo Fisher Scienticis, Inc., Rockland, IL, USA).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism v6 (La Jolla, USA) as follows: an unpaired *t* test was applied if the normality was given by the Kolmogorov-Smirnov test. Otherwise, the Mann–Whitney *U* test was used. Difference with significance was defined as *p* < 0.05.

## Results

### *IRF8* is the most abundantly expressed member of the IRF family in retinal microglia

The interferon regulatory factor (IRF) family is critical for the development, maturation and function of myeloid cells [40]. Using flow cytometry and RNA sequencing, we first determined the expression levels of different IRF family members in adult retinal microglia (rMG), brain microglia (bMG) and bone marrow (BM) monocytes (Fig. 1A, B). In general, genes belonging to the IRF family were expressed at different levels in rMG, bMG and BM monocytes (Fig. 1B). Compared with other IRF family members, *Irf5* and *Irf8* exhibited the highest expression levels in rMG, bMG and BM monocytes. In the retina, *Irf8* emerged as the most prominent IRF member in rMG. Interestingly, the expression of *Irf8* in rMG exceeded the expression in bMG and BM monocytes indicating a distinct function of *Irf8* for rMG. To validate *Irf8* expression in adult rMG, we next analysed *Irf8*-VENUS reporter mice by flow cytometry and immunohistochemistry. Flow cytometry analysis revealed a strong VENUS expression (98.7% ± 0.5%) in CD45^lo^CD11b^+^ rMG in the steady state (Fig. 1C). In line with this finding, immunofluorescence analysis of retinal flat mounts and cryosections confirmed that IRF8 is mostly expressed in IBA1-positive microglial cells in the steady state (Fig. 1D and Supplementary Figure 1C). Since expression of Irf family members may change in response to stress and inflammation, we next assessed the expression levels of all IRF family members (1–9) and of common MG signature genes, such as *Tmem119* and *P2ry12*, in retinal MG in 2–3 months old *Cx3cr1*^GFP/+^ mice in the steady state and upon MG activation in the laser-induced CNV model. While the expression of the signature genes *P2ry12* and Tmem119 decreased in retinal MG after laser injury, activation markers such as *Cd74* were increased, as reported before [59]. However, most members of the IRF family were expressed at the same level in the rMG in the context of laser-induced inflammation compared with controls. Only *Irf2* and *Irf5* were slightly downregulated in retinal MG, whereas *Irf7* was modestly upregulated. Notably, the expression of *Irf8* in retinal MG remained stable in the laser-induced CNV model compared with controls (data not shown).

**Fig. 1:**
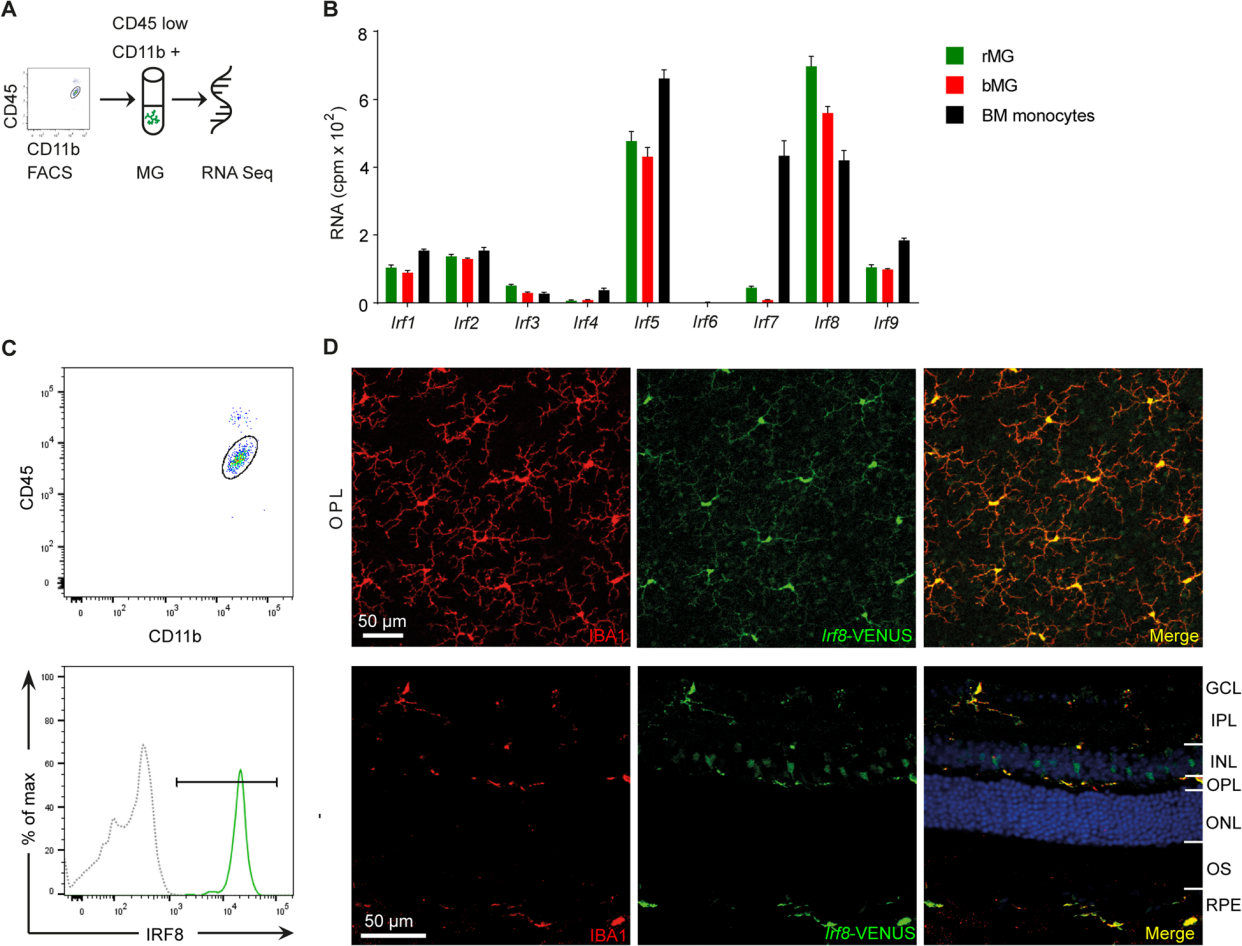
*Irf8* is predominantly expressed in retinal microglia (MG) and blood monocytes. **A** Flow chart of retinal MG RNA sequencing. **B** Differential expression of IRF family members in retinal MG (rMG), brain MG (bMG) and bone marrow (BM) monocytes. The gene expression profile was generated from four CD45^lo^CD11b^+^Ly6C^-^Ly6G^-^ rMG samples, four CD45^lo^CD11b^+^Ly6C^-^Ly6G^-^ bMG samples and four CD45^+^CD11b^+^Ssc^lo^CD115^+^Ly6C^+^ bone marrow (BM) monocytes. **C** Flow cytometry analysis of *Irf8*-VENUS expression in CD45^lo^CD11b^+^ retinal MG (98.7% ± 0.5, green solid line) in comparison with a negative control (grey dotted line). **D** Immunohistochemistry of the retinal flat mounts (upper panel) and cryosections (lower panel) from *Irf8*-VENUS mice reveal that all IBA1+ (red) rMG express *Irf8*-VENUS (green)

### Deficiency of *Irf8* has a substantial impact on morphology, distribution and transcriptional activity of retinal MG in the steady state

To assess the role of IRF8 in distribution and cell morphology of rMG in the adult situation, we next examined retinal flat mounts from 8-week-old *Irf8* knockout (KO) mice by immunofluorescence microscopy (Fig. 2A,B). *Irf8* KO mice revealed a strikingly altered rMG distribution and morphology compared with wild-type (WT) animals, characterised by slightly reduced MG numbers in the inner plexiform layer (IPL, *Irf8* WT: 104 ± 7 cells/mm^2^, *Irf8* KO: 88 ± 5 cells/mm^2^, *p* = 0.09) and highly significant decrease of cell numbers in the outer plexiform layer (OPL, *Irf8* WT: 116 ± 6 cells/mm^2^; *Irf8* KO: 43 ± 1 cells/mm^2^, *p* < 0.0001, Fig. 2B,C). Quantitative morphometric analysis using IMARIS revealed a severely altered morphology of retinal microglia in *Irf8* KO mice, including significantly shorter length of dendrites (IPL: *Irf8* KO: 356.5 ± 14.3 μm, *Irf8* WT 1043.0 ± 59.4 μm, *p* = 0.009; OPL: *Irf8* KO: 297.7 ± 35.6 μm, *Irf8* WT: 788.8 ± 26.1 μm, *p* = 0.01), and reduced number of dendrite segments (IPL: *Irf8* KO: 62 ± 4, *Irf8* WT: 167 ± 14, *p* = 0.009; OPL: *Irf8 KO*: 44 ± 6, *Irf8* WT: 139 ± 6, *p* = 0.01), branch points (IPL: *Irf8* KO: 30 ± 2, *Irf8* WT: 82 ± 7, , *p* = 0.009; OPL: *Irf8* KO: 21 ± 3, *Irf8* WT: 68 ± 3, *p* = 0.01) and terminal points (IPL: *Irf8* KO: 33 ± 2, *Irf8* WT: 86 ± 7, *p* = 0.009; OPL: *Irf8* KO: 23 ± 3, *Irf8* WT: 71 ± 3, *p* = 0.01, Fig. 2D,E) compared with controls. Having established a profoundly altered rMG distribution and phenotype in the adult situation, we next explored rMG cell numbers at earlier stages of postnatal development. Interestingly, reduced microglia cell numbers were already present in the neuroblast layer at postnatal day 1 (P1) and later in the OPL at P7 but only transiently in the IPL at P7 that could be compensated until adulthood (Suppl. Figure 2A, B). These findings suggest an impaired MG distribution specifically in the deeper layers of the retina which is already present shortly after birth and persists into adulthood.

**Fig. 2:**
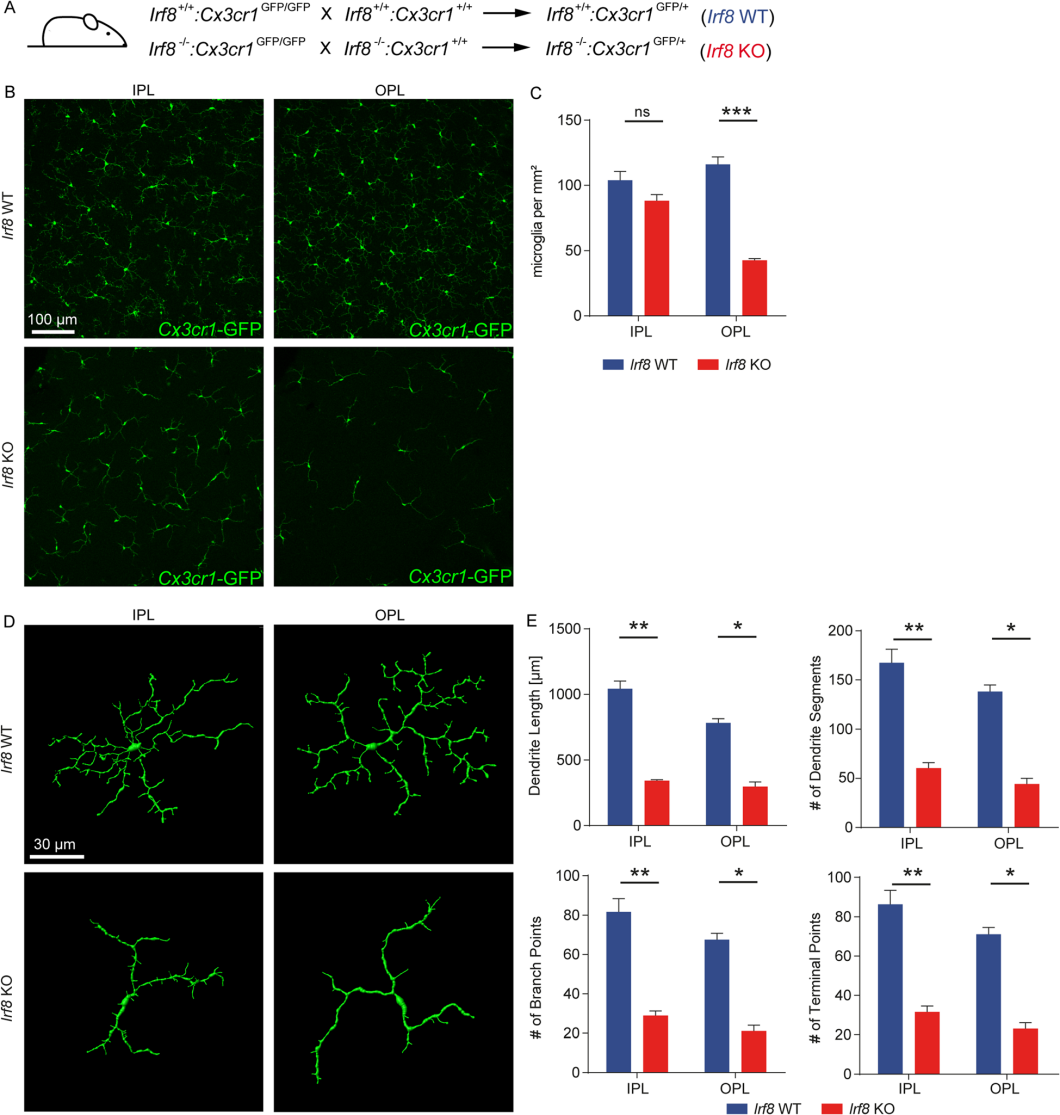
*Irf8* deficiency alters retinal MG distribution, morphology and transcriptional profile. **A** Breeding scheme. **B** *Irf8* KO mice demonstrate reduced density of *Cx3cr1-*GFP^+^ (green) retinal MG. Quantitative analysis are shown in (C). Pictures are representative for *n* = 5 mice in each group. **C** Quantification in microglial numbers in the inner plexiform (IPL) and outer plexiform layer (OPL). *n* = 5 mice were analysed per group. Data are shown as mean ± SEM. **D** 3D reconstruction of retinal MG by IMARIS reveals that *Irf8* deficiency alters morphology of retinal MG, resulting in shorter total length of dendrites, less dendrite segments and attenuated branching. **E** Quantitative analysis of retinal morphology. Four to six cells were reconstructed per mouse per IPL and OPL separately. Statistics were performed with the mean values per mouse (*n* = 6–7 in the *Irf8* WT and *n* = 3–4 in the *Irf8* KO group). Data are shown as mean ± SEM

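The steady-state RNA-seq values analysed here came from 3 libraries labelled Irf8 KO, made from retinal microglia (rMG) of unlasered mice with the genotype Irf8-/- Cx3cr1GFP/+. Each library was made from cells pooled from 3 to 4 mice, with 10000 sorted cells per sample on average. The control libraries were not analysed here, so the values describe the Irf8 KO side of each comparison. The authors removed adapters and duplicate reads, mapped the reads with bowtie2 and counted them per gene of Ensembl annotation version 90 with HTSeq. The deposited table lists 40743 genes under columns headed TPM. In every library each value was a whole multiple of a single step, whatever the length of the gene, so the values are read counts scaled to the same total in each library (CPM), without division by transcript length. Whole reads were recovered from these steps for 100% of the values and summed to 20427558, 34242962 and 36022954 in unlasered libraries 1, 2 and 3. The smallest level the depth can show, 3 reads, was 0.147, 0.0876 and 0.0833 CPM in these libraries. Reads are not independent molecules, so this floor covers counting error only. Reads on stretches where genes overlap were listed under both gene names, and 4492 genes included such shared reads. Irf8 (ENSMUSG00000041515, chromosome 8 of GRCm38, 120736358 to 120756694, protein-coding) was listed only together with Gm20388, a gene whose span covers it. The Irf8 reads numbered 10824, 16739 and 18278, or 530, 489 and 507 CPM, in libraries 1, 2 and 3. Irf8 ranked 202 among all genes by its mean in these libraries, and the libraries are therefore named by their label.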

To explore the associated transcriptional changes in *Irf8*-deficient rMG, we next performed RNA sequencing (RNA-seq) of FACS-sorted rMG from adult *Irf8* KO mice and controls. We determined 277 differentially expressed genes (DEGs) of which 142 were significantly upregulated, and 135 genes were downregulated in *Irf8* KO microglia compared with microglia of control mice (Fig. 3A). 

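In the unlasered libraries labelled Irf8 KO, 1853 genes had a mean of at least 100 CPM, the expression minimum of the paper's methods. With division by exonic length, 1506 genes reached 100 and 937 genes reached it in both units. All 11 genes labelled as increased in Fig. 3A had a mean of at least 100 CPM. The paper's minimum applies to the higher of the compared groups, so genes increased in Irf8 KO meet it by selection. Their means ranged from 135 CPM for Mfsd6 to 882 CPM for Apoc1. The Apoc1 level was 882 ± 350 CPM (SD, n = 3 libraries), and single libraries lay between 535 and 1235 CPM. The level of Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) was 621 ± 139 CPM (SD, n = 3), with a part of its reads shared with Mir511. Of the 13 genes labelled as reduced in Fig. 3A, 2 had a mean of at least 100 CPM, P2ry12 and Tmem119. The median of the 13 means was 1.47 CPM. The lowest was Pdcd1, with 0 to 3 reads per library, which is at or under the floor in all 3 libraries.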

Gene ontology (GO) cluster analysis revealed that most of these downregulated genes contribute to processes such as “*cell migration”* (GO:0016477, p.adj. < 1.3 × 10^-5^), “*cell motility”* (GO:0048870, p.adj. < 4.8 × 10^-5^), “*localization of cells”* (GO:0051674, p.adj. < 4.8 × 10^-5^), “*regulation of cell proliferation”* (GO:0032944, p.adj. < 3.5 × 10^-3^) and “*cell adhesion”* (GO:0007155, p.adj. < 7.7 × 10^-4^) suggesting a reduced migratory potential of retinal microglia in the *Irf8* KO mice compared with controls (Fig. 3B). 

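Among the microglia signature genes, Sall1 (ENSMUSG00000031665, chromosome 8 of GRCm38, 89027235 to 89044162) had 23, 0 and 5 reads in unlasered libraries 1, 2 and 3 labelled Irf8 KO. Its level was 0.422 ± 0.614 CPM (SD, n = 3 libraries), a spread larger than the mean, and library 2 was under the floor. Aif1 (ENSMUSG00000024397, chromosome 17, 35170991 to 35176068) was measured at 71.3 ± 24.5 CPM (SD, n = 3), with single libraries between 47.1 and 96.1 CPM. For P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871) the level was 493 ± 78.6 CPM (SD, n = 3). Its exons overlap those of Med12l on the other strand. Of 5488 entries shared by 2 overlapping genes, 5487 paired genes on the same strand, which argues that the counting used strand. Whether the reads themselves kept their strand was not tested across genes. Pdc and 2310030A07Rik, which overlap on opposite strands, had similar levels in each library, such as 668 and 637 CPM in unlasered library 2. Reads that had lost their strand would give such levels, so the P2ry12 value remains uncertain. Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) had the highest level of these genes, 1209 ± 30.3 CPM (SD, n = 3), and ranked 58 among all genes. With median-of-ratios scaling, an alternative chosen after seeing the data, the Tmem119 mean was 1170.2 CPM, a shift larger than its SD. All of these genes are protein-coding.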

Among the downregulated DEGs, we found numerous microglia signature genes essential for microglia homeostasis, including the *spalt like transcription factor 1* (*Sall1*, log2FC = − 10.69, − log10*p* = 24.57), *allograft inflammatory factor 1* (*Aif1* or *Iba1*, log2FC = − 2.73, − log10*p* = 35.04), *purinergic receptor P2Y, G-Protein couple 12* (*P2ry12,* log2FC = − 2.50, − log10*p* = 45.06) and *transmembrane 119* (*Tmem119*, log2FC = − 2.13, − log10*p* = 24.57) (Fig. 3A,C). In accordance with the RNA-seq data, we found a strong immunoreactivity for TMEM119 and P2RY12 in *Irf8*-competent rMG cells, which was almost absent in *Irf8*-deficient rMG. Conversely, we found an increased immunoreactivity for the mannose receptor (CD206, *Mrc1*) in *Irf8*-deficient rMG, consistent with and further supporting the RNA-seq results (Fig. 3D). In addition, flow cytometry analysis of homeostatic CD45^+^CD11b^+^ rMG confirmed our RNA-seq results showing a reduced but still detectable protein expression of CX_3_CR1 and CD64 in *Irf8*-deficient rMG compared with controls with a trend towards lower MERTK and higher F4/80 expression as reported before in bMG [44] (Fig. 3E).

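Transcripts of the 4 surface proteins were detected in each of the 3 unlasered libraries labelled Irf8 KO. Cx3cr1 (ENSMUSG00000052336, chromosome 9 of GRCm38, 119901616 to 120069879) was measured at 1716 ± 328 CPM (SD, n = 3 libraries). Since the mice carry GFP in Cx3cr1, the level belongs to a modified locus, and Gm33858 overlaps its exons on the other strand. Fcgr1, which encodes CD64 (ENSMUSG00000015947, chromosome 3, 96282909 to 96293969), was measured at 173 ± 26.0 CPM (SD, n = 3). The Mertk level (ENSMUSG00000014361, chromosome 2, 128698956 to 128802894) was 590 ± 178 CPM (SD, n = 3), with single libraries between 459 and 792 CPM. Adgre1, which encodes F4/80 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), had 996 ± 135 CPM (SD, n = 3). From the flow cytometry of CX3CR1 and CD64 in Fig. 3E, the paper reasons that the lower expression seen by RNA-seq is also found at the protein level.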

**Fig. 3:**
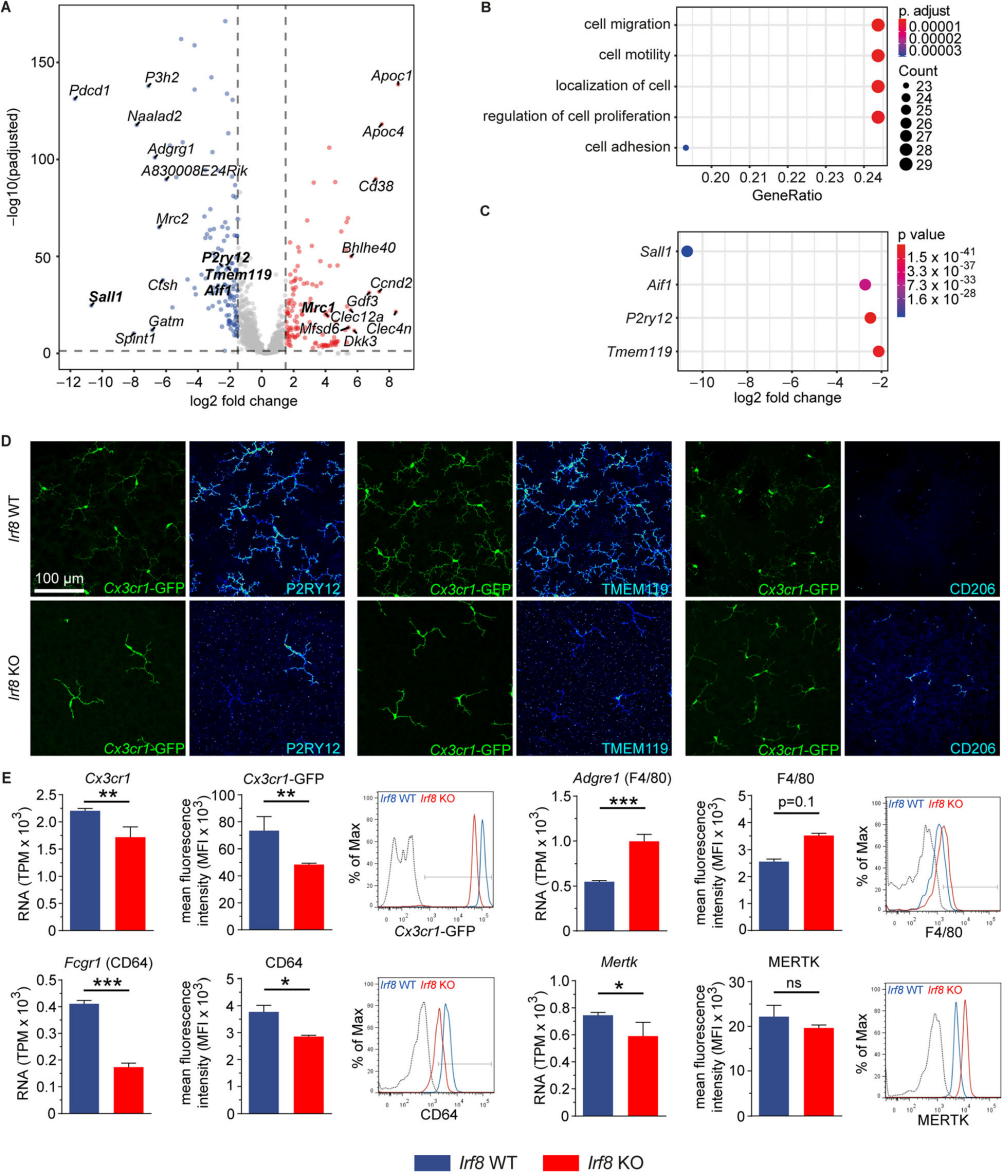
*Irf8* deficiency leads to expression loss of homeostatic signature genes. **A** Volcano plot of differentially expressed genes in *Irf8* KO retinal MG (*n* = 3) compared with control (*n* = 5). Significantly up- and downregulated genes are shown in red and blue, respectively. The top significantly up- and downregulated genes are labelled. **B** The top 5 downregulated GO clusters in *Irf8* KO retinal MG. Significance is represented as p.adjust, the size of each data circle indicates the number of genes involved in each enriched GO term. **C** Representative signature genes found to be highly expressed in competent retinal MG are significantly downregulated in the *Irf8* KO mice. **D** Immunohistochemistry of retinal flat mounts demonstrate a strong immunoreactivity for P2RY12 and TMEM119 shown as colour-coded signal intensity in *Irf8*-competent retinal MG that is reduced or absent in *Irf8* KO mice. The mannose receptor CD206 (encoded by *Mrc1*) is absent under homeostatic conditions but detectable under *Irf8*-deficient conditions. **E** Myeloid expression levels shown as transcripts per million (TPM) and analogue surface marker expression, as determined by flow cytometry, of *Irf8* WT (blue) and *Irf8* KO (red) mice, expressed as mean fluorescence intensity (MFI) (left). Representative histograms are shown (right) including fluorescence minus one controls (grey line). Six mice per group were analysed for CX_3_CR1, CD64 and MERTK, three mice per group for F4/80. Data are shown as mean ± SEM

Taken together these results strongly suggest that IRF8 plays a critical role in maintaining the distribution, morphology and homeostasis of retinal microglia and has a substantial impact on the transcriptional activity of rMG in the steady state.

### *IRF8* is not required for the development of the retinal structure, vasculature and function

Having established the quantitative and qualitative changes in *Irf8*-deficient rMG, we next investigated whether *Irf8*-deficiency influences retinal structure and electroretinal function during steady state. To this end, we examined the retina of adult *Irf8-*deficient and control mice using color fundus photography (CF), fluorescein angiography (FA), optical coherence tomography (OCT), electroretinography (ERG) and immunohistochemical staining of retinal flat mounts for retinal vessels (Suppl. Figure 3).

In general, *Irf8* KO mice showed regular retinal structure, vasculature and function compared with controls. Qualitative assessment of retinal structure and vessels on CF and FA images of *Irf8-*deficient and control mice revealed no gross abnormalities, particularly no vascular dye leakage as an indicator of disturbed vascular architecture or spontaneous neovascularisation (Suppl. Figure 3A,B). In OCT images, the thickness of the inner nuclear layer (INL) and the outer nuclear layer (ONL) containing the photoreceptors (PR) was similar in *Irf8-*deficient mice (INL: 15.2 ± 0.5 μm, ONL: 69.8 ± 1.0 μm) compared with control animals (INL: 15.8 ± 0.4 μm, ONL: 72.3 ± 1.0 μm, Suppl. Figure 3C). ERG measurements demonstrated similar dark-adapted scotopic and light-adapted photopic responses in *Irf8* KO mice and controls (Suppl. Figure 3D). Specifically, no significant difference was detected between *Irf8* KO mice and controls with respect to scotopic a-waves emanating from rods, scotopic b-waves corresponding to depolarisation of bipolar cells, and photopic b-waves arising from cones. Immunohistochemical staining of retinal flat mounts revealed a regular retinal vasculature in *Irf8* KO mice, including equal numbers of arteries labelled by smooth muscle actin (SMA, *Irf8* WT 6.2 ± 0.4, *Irf8* KO: 5.9 ± 0.3 per animal) and major vessels stained with Isolectin-B_4_ (IB4, *Irf8* WT: 11.3 ± 0.5, Irf8 KO: 11.0 ± 0,5 per retinal per animal, Suppl. Figure 3E). Additionally, branch points in the central superficial vascular plexus (*Irf8* WT: 17.0 ± 2.7, *Irf8* KO 22.1 ± 2.4 per animal), central deep plexus (*Irf8* WT: 8.7 ± 4.7, *Irf8* KO: 74.0 ± 3.4 per animal), peripheral superficial plexus (*Irf8* WT: 29.0 ± 3.5, *Irf8* KO: 28.1 ± 2.0 per animal) and peripheral deep plexus (*Irf8* WT: 59.0 ± 5.1, *Irf8* KO: 63.9 ± 5.7 per animal) were similar between both groups (Suppl. Figure 3F).

Overall, these data show that *Irf8* is not essential for the development and maintenance of homeostatic retinal structure, vascular network and function. This is particularly surprising given the significant changes in rMG cell numbers in the *Irf8* KO mice during development and in the adult. Thus, the impaired retinal MG cell morphology and expression profile in otherwise unremarkable retinal homeostasis in *Irf8*-deficient mice provide a unique opportunity to investigate the role of retinal MG in the development of CNV.

### *Irf8* deficiency aggravates CNV formation

Retinal MG change their phenotype and transcriptional profile after tissue injury and modulate the development of pathological CNV, which represents a hallmark of neovascular AMD [59]. To investigate the role of IRF8 in microglial cell activation after tissue injury and formation of CNV, we next studied *Irf8-*deficient and control mice in the laser-induced CNV model. Both *Irf8* KO and *Irf8* WT mice developed typical laser-induced CNV 7 days after laser photocoagulation visible, as hyperfluorescent lesions with clear demarcation in FA images (Fig. 4A). Quantification of hyperfluorescent CNV areas in angiograms revealed more than 2-fold larger CNV lesions in *Irf8* KO mice (8603 ± 1309 pixels per animal) compared with controls (3697 ± 425 pixels per animal, *p* < 0.005). Measurement of collagen type IV-labelled CNV area on RPE/choroidal flat mounts confirmed significantly enlarged CNV lesions in *Irf8* KO mice (52143 ± 7670 μm^2^) compared with *Irf8* WT (25203 ± 4156 μm^2^, *p* < 0.005, Fig. 4B). As expected, microscopic evaluation of RPE/choroidal flat mounts revealed that activated amoeboid *Cx3cr1-*GFP^+^ cells accumulate at CNV lesions in *Irf8* KO mice as well as in controls. The number of *Cx3cr1-*GFP^+^ cells around CNV lesions, however, was significantly decreased in *Irf8* KO mice (34 ± 7 cells per lesion per animal) compared with control animals (84.6 ± 8.8 cells per lesion per animal, *p* < 0.001, Fig. 4C). In addition, the number of rMG significantly increased in the IPL above CNV areas in controls, whereas no such increase was observed in *Irf8* KO mice, further pointing to a defect in rMG migration (Suppl. Figure 4).

**Fig. 4:**
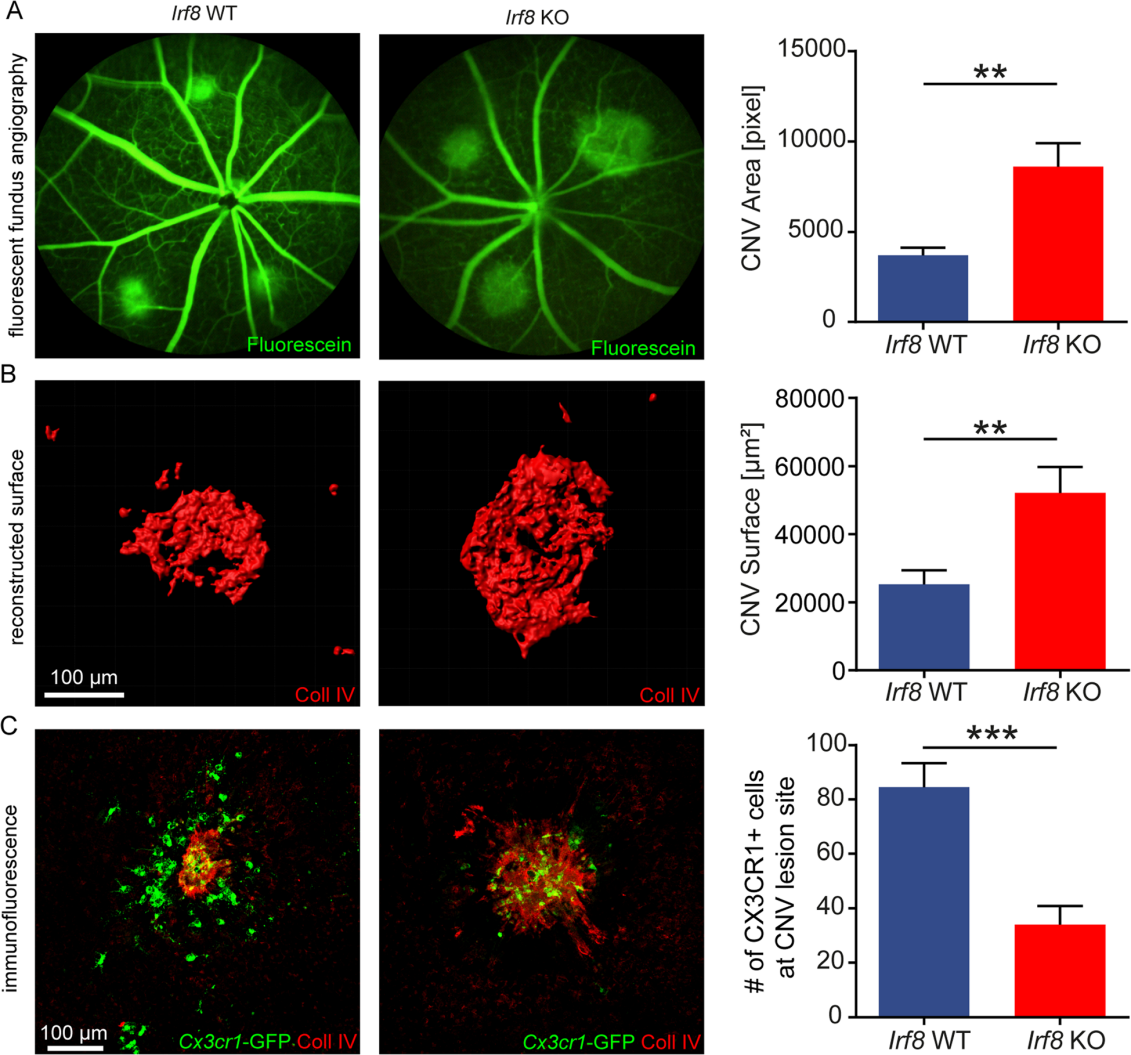
*Irf8*-deficiency aggravates CNV formation. **A** Fundus fluorescein angiography at day 7 following laser treatment demonstrates enlarged CNV lesions in *Irf8* KO mice (*n* = 11) compared with *Irf8* WT (*n* = 13). Data are presented as mean ± SEM. **B** 3D reconstruction of collagen type IV-labelled CNV lesions using IMARIS. IHC of RPE-choroid-scleral flat mounts confirms that *Irf8* deficiency (*n* = 11) increases CNV severity in comparison with control mice (*n* = 12). Data are presented as mean ± SEM. **C** Less *Cx3cr1*^GFP/+^ (green) cells around CNV lesions (red) at day 7 after laser treatment were observed in the *Irf8* KO mice (*n* = 6) compared with control mice (*n* = 7). Data are presented as mean ± SEM

Taken together, *Irf8*-deficient mice revealed reduced MG cell numbers suggesting an impaired MG migratory behaviour under physiological and pathological conditions which was associated with increased CNV lesion size in the laser-CNV model.

### Retinal microglia rather than infiltrating monocytes account for the larger CNV lesions in the *Irf8* KO mice

Since *Cx3cr1* is expressed in retinal microglia and infiltrating monocyte-derived macrophages from the blood [26], the observed *Cx3cr1*^GFP/+^ positive cells around CNV lesions could belong to both cell populations. However, *Irf8*-deficient mice are characterized by a low number of peripheral monocytes, which suggests that very few monocytes from the blood infiltrated the CNV lesion (Terry et al, 2015 PMID: 25277331). To investigate the influence of peripheral monocytes in our model, we next performed bone marrow transplantation experiments with bone marrow from CAG-RFP reporter animals to restore the peripheral monocyte pool in *Irf8*-deficient mice with *Irf8* potent monocytes (Fig. 5A). Following head-shielded bone marrow transplantation, we observed a successful reconstitution of RFP^+^ *Irf8*-potent peripheral monocytes in *Irf8*-deficient animals compared with controls by using flow cytometry (*Irf8* KO: 95.78 ± 0.59% (RFP^+^Ly6C^hi^), 97.42 ± 0.14% (RFP^+^Ly6C^lo^), *Irf8* WT: 31.19 ± 4.85% (RFP^+^Ly6C^hi^), 40.24 ± 5.5% (RFP^+^Ly6C^lo^), Fig. 5B). The observed higher recombination efficiency of Ly6C^hi^ and Ly6C^lo^ monocytes in *Irf8* KO is likely due to the initially low abundance of these cells and their respective progenitors in *Irf8* KO mice. Of note, due to the head shielding, the recipients’ bone marrow in the skull is still active and not substituted by the donor cells that could explain the comparably lower recombination efficiency in *Irf8* WT mice (Mildner et al, 2007 PMID: 18026096). Interestingly, the reconstituted *Irf8*-deficient animals still demonstrated increased CNV lesion size that was approximately twice as large compared with reconstituted *Irf8* WT animals (*Irf8* KO 82,009 ± 16,242 μm^2^; *Irf8* WT 53,386 ± 4793 μm^2^, *p* = 0.06) which was associated with slightly reduced numbers of RFP^-^GFP^+^ microglia at sites of CNV (*Irf8* KO 74 ± 16.5; *Irf8* WT 197.3 ± 12.1, *p* = 0.14) (Fig. 5C,D). The numbers of reconstituted RFP^+^GFP^-^ monocyte-derived macrophages, in contrast, were around twofold increased in *Irf8*-deficient mice compared with controls (*Irf8* KO 96.6 ± 20.1; *Irf8* WT 49.25 ± 5.3, *p* = 0.07) (Fig. 5D).

**Fig. 5:**
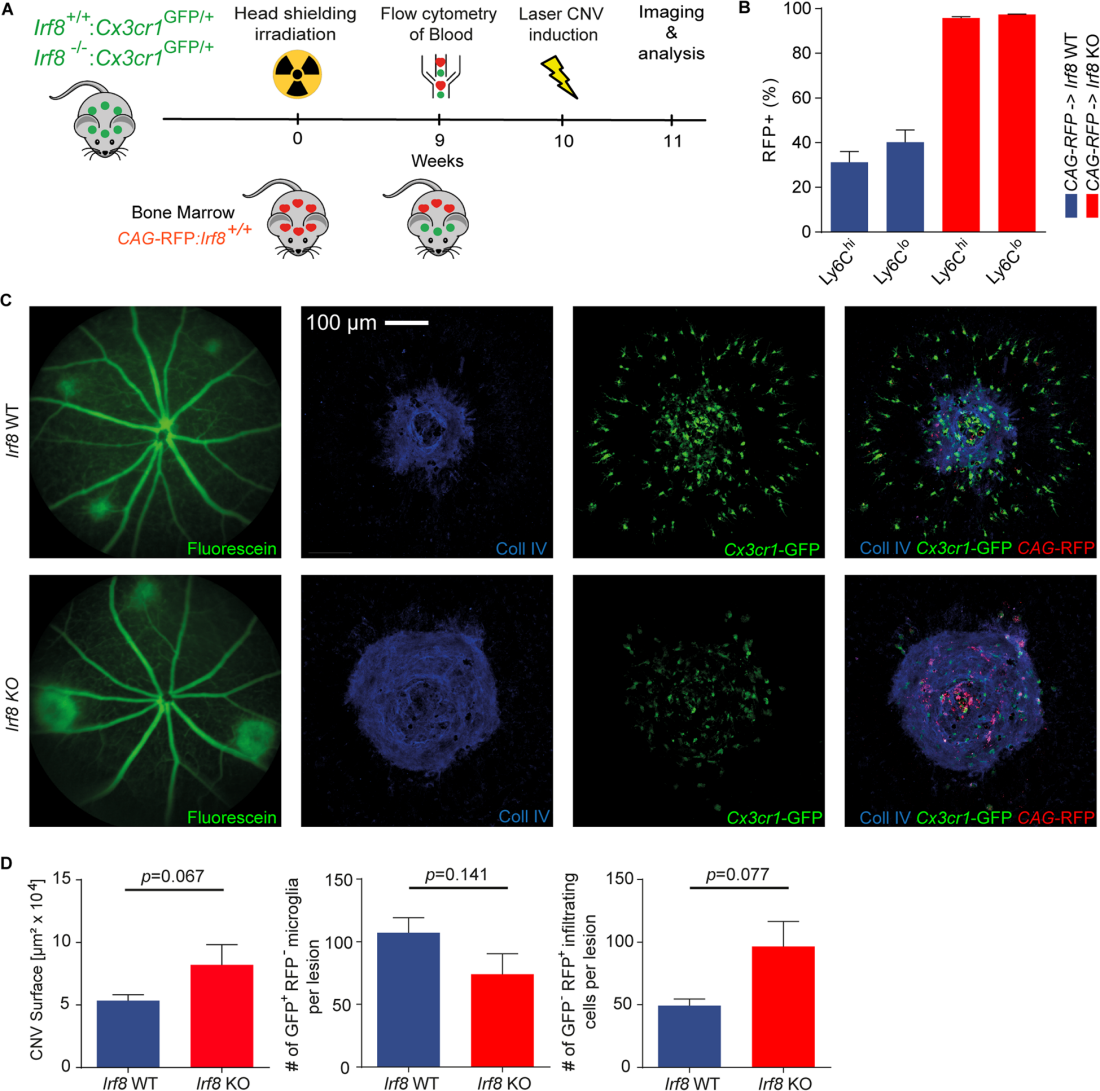
Bone marrow chimera experiments: reconstituted *Irf8*-deficient mice contain similar monocyte numbers as controls and reveal increased CNV lesion size. **A** Experimental setup. After head-shielded irradiation, bone marrow of *CAG*-RFP mice was transplanted intravenously to irradiated control (*Irf8*^+/+^:*Cx3cr1*^GFP/+^) and *Irf8*-deficient mice (*Irf8*^-/-^:*Cx3cr1*^GFP/+^) at the age of 8 weeks, respectively. Nine weeks after transplantation, flow cytometry was performed to check the reconstitution of blood cells. Ten weeks after transplantation, all mice underwent laser treatment to induce CNV. Analysis was performed at day 7 after laser induction. **B** After bone marrow transplantation, reconstitution of the blood cells was analyzed. Following head-shielded bone marrow transplantation, we observed a successful reconstitution of RFP^+^ peripheral CD45^+^CD11b^+^CD115^+^SSc^lo^Ly6C^hi/lo^ monocytes in *Irf8*-deficient animals compared with controls by using flow cytometry. *Irf8* KO (*n* = 6) and *Irf8* WT (*n* = 8) mice were used per group. Data are presented as mean ± SEM. **C**,**D** Following bone marrow transplantation, *Irf8*-deficient mice exhibit a 2-fold increase of laser-induced CNV compared with control mice, while the number of *Cx3cr1*^GFP/+^ GFP-positive and RFP-negative microglia at sites of CNV was similar in both groups. The number of reconstituted RFP-positive and GFP-negative blood-derived monocytes were increased in *Irf8*-deficient mice compared with controls. *Irf8* KO (*N* = 12) and *Irf8* WT (*n* = 14) mice were used per group. Data are presented as mean ± SEM

### Transcriptional profile of *Irf8* KO retinal microglia during CNV formation

In order to decipher the molecular mediators of enhanced CNV formation in *Irf8* KO mice, we next isolated CNV-associated rMG from *Irf8* KO and control mice by flow cytometry and analysed the cells using RNA-seq. 

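For the laser model, 4 libraries labelled Irf8 KO were analysed, from rMG sorted 7 days after 3 to 6 laser spots per eye. The central 70% of the retinae was used, and cells were pooled as for the unlasered mice. The lasered controls were not analysed here. The recovered reads summed to 44136798, 44898744, 45919042 and 37133297 in lasered libraries 1, 2, 3 and 4, with a median of 44517771 against 34242962 in the unlasered libraries. The floor of 3 reads lay between 0.0653 and 0.0808 CPM. Irf8, again listed only together with Gm20388, was measured at 463, 465, 475 and 582 CPM in lasered libraries 1 to 4, so these libraries are also named by their label. Its mean of 496 ± 57.6 CPM (SD, n = 4 libraries) differed from that of the unlasered libraries by less than this SD. A two-sided exact permutation test gave p = 0.74, but the smallest p the design allows is 0.057, so it could not have called a difference at 0.05.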

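In the 4 lasered libraries labelled Irf8 KO, 1927 genes had a mean of at least 100 CPM. With division by exonic length, 1491 genes reached 100, and 949 genes reached it in both units. The 11 genes labelled as increased in Fig. 6A all had a mean of at least 100 CPM, from 107 CPM for Dkk3 to 981 CPM for Apoc1. As for Fig. 3A, genes increased in Irf8 KO meet the paper's minimum by selection. Dkk3 was measured at 107 ± 10.6 CPM (SD, n = 4 libraries) and lay under the minimum in lasered library 4, at 91.3 CPM. Saa3 varied more, with 118 ± 55.1 CPM (SD, n = 4) and single libraries between 46.2 and 176 CPM. None of the 10 genes labelled as reduced had a mean of at least 100 CPM (0 of 10). The highest mean of these was that of Ly86 with 67.1 ± 35.9 CPM (SD, n = 4), although Ly86 reached 113 CPM in lasered library 2. The lowest was Npnt with 5 to 9 reads per library.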

In total, we found 84 genes that were differentially upregulated and 78 genes that were downregulated in *Irf8*-deficient microglia 7 days following laser injury. 

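After laser injury, Sall1 had 60, 18, 9 and 3 reads in lasered libraries 1 to 4 labelled Irf8 KO, a mean of 0.509 ± 0.582 CPM (SD, n = 4 libraries). This is under the minimum for a test across genes, which was run with limma on log2(CPM + 1) for the 17496 genes with at least 1 CPM in at least 3 of the 7 libraries. P2ry12 was measured at 309 ± 73.7 CPM (SD, n = 4), and every lasered library lay under every unlasered library. The log2 fold change between lasered and unlasered libraries was -0.69 (standard error 0.19, adjusted p = 0.0693 from limma with Benjamini-Hochberg adjustment). Mrc1 was measured at 413 ± 95.8 CPM (SD, n = 4), with a log2 fold change of -0.59 (standard error 0.21, adjusted p = 0.131 from limma). Neither gene passed an adjusted p of 0.05, apart from P2ry12 without lasered library 4 (adjusted p = 0.0406 from limma), and both directions rest on the labels of the libraries. Libraries 1, 2 and 3 of both conditions share their numbers. With the replicate number as a block, which leaves lasered library 4 without a partner and gives the same log2 fold changes as leaving that library out, the log2 fold change was -0.82 for P2ry12 (adjusted p = 0.101 from limma) and -0.71 for Mrc1 (adjusted p = 0.111 from limma). The deviations of same-numbered libraries from their group means correlated at -0.111 on average across genes, which are not independent replicates.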

In line with the RNA-seq analysis under homeostatic conditions, we identified similar DEG that were down- or upregulated in *Irf8*-deficient microglia after tissue injury, such as *Sall1*, *P2yr12* and *Mrc1* (Fig. 6A). The downregulation of *P2ry12* in laser-treated *Irf8* KO mice prompted us to explore the expression of other purinergic receptors which are critical for MG cell activation and migration. 

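Among the purinergic receptor genes in lasered libraries labelled Irf8 KO, Adora1 (ENSMUSG00000042429, chromosome 1 of GRCm38, 134199223 to 134235431) had the lowest level of those plotted here, 2.18 ± 1.40 CPM (SD, n = 4 libraries) from 44 to 193 reads per library. Its exons overlap those of Mybph on the other strand. P2ry13 (ENSMUSG00000036362, chromosome 3, 59207892 to 59210882) was measured at 321 ± 90.8 CPM (SD, n = 4). Other receptors had levels in the same range, with 455 ± 43.4 CPM for P2rx4, 350 ± 53.1 CPM for P2ry6 and 283 ± 11.3 CPM for P2rx7 (SD, n = 4 each). P2rx1 was measured at 73.5 ± 26.5 CPM (SD, n = 4). In CPM, P2rx4 was higher than P2ry12 in each of the 4 lasered libraries. With division by exonic length the order was reversed in each of them, with 139 to 168 for P2rx4 and 220 to 377 for P2ry12. The paper takes lower expression of Adora1, P2ry12 and P2ry13 than in controls (Fig. 6B) as further backing for a proposed migration defect upon laser injury. It had already proposed that defect from reduced microglia numbers, among them fewer Cx3cr1-GFP+ cells around the lesions (Fig. 4C).

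**Figure D1:**
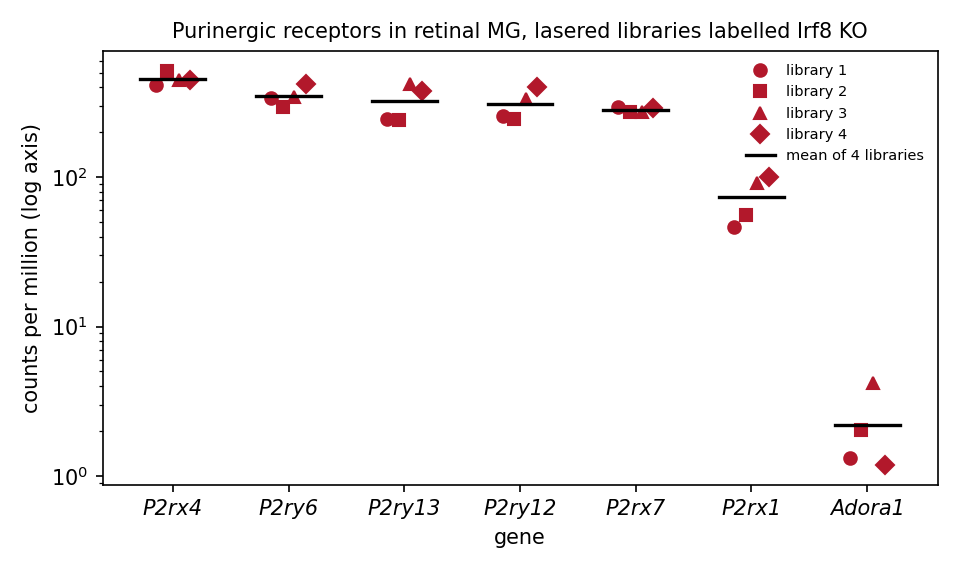
Levels of purinergic receptor genes in CPM in the 4 lasered libraries labelled Irf8 KO, with a log axis, a symbol for each library and a line at the mean of each gene. Adora1 had a mean of 2.18 CPM and P2rx4 a mean of 455 CPM.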

Here, we found several other genes encoding purinergic receptors to be strongly downregulated in *Irf8*-deficient MG, such as *Adora1*, *P2ry12* and *P2ry13,* underlining the proposed migration defect upon laser injury (Fig. 6B). Furthermore, we analysed the expression of key M1 (*Cd86, H2-Ab1, Tlr2*) and M2 signature genes (*CD163, Mrc1*) in isolated CNV-associated MG in *Irf8*-deficient mice and control animals (Suppl. Figure 5). 

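Cd86 (ENSMUSG00000022901, chromosome 16 of GRCm38, 36603869 to 36666081) was measured at 240 ± 27.1 CPM (SD, n = 4 libraries) in lasered libraries labelled Irf8 KO. Tlr2 (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) was measured at 399 ± 36.5 CPM (SD, n = 4). H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419) had 858, 1497, 114 and 28.6 CPM in lasered libraries 1, 2, 3 and 4. Its mean of 625 CPM had an SD of 691 CPM (n = 4), so the mean does not describe any single library.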

We found that common M1 markers such as *Cd86*, *H2-Ab1* and *Tlr2* were significantly downregulated in *Irf8-*deficient MG compared with *Irf8*-potent MG in the laser CNV model. 

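Cd163 (ENSMUSG00000008845, chromosome 6 of GRCm38, 124304656 to 124330527) was measured at 66.2 ± 12.6 CPM (SD, n = 4 libraries) in lasered libraries labelled Irf8 KO. The Mrc1 values of the same libraries were 386, 295, 453 and 519 CPM in lasered libraries 1, 2, 3 and 4. Mrc1 was higher than Cd163 in each of the 4 libraries.

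**Figure D2:**
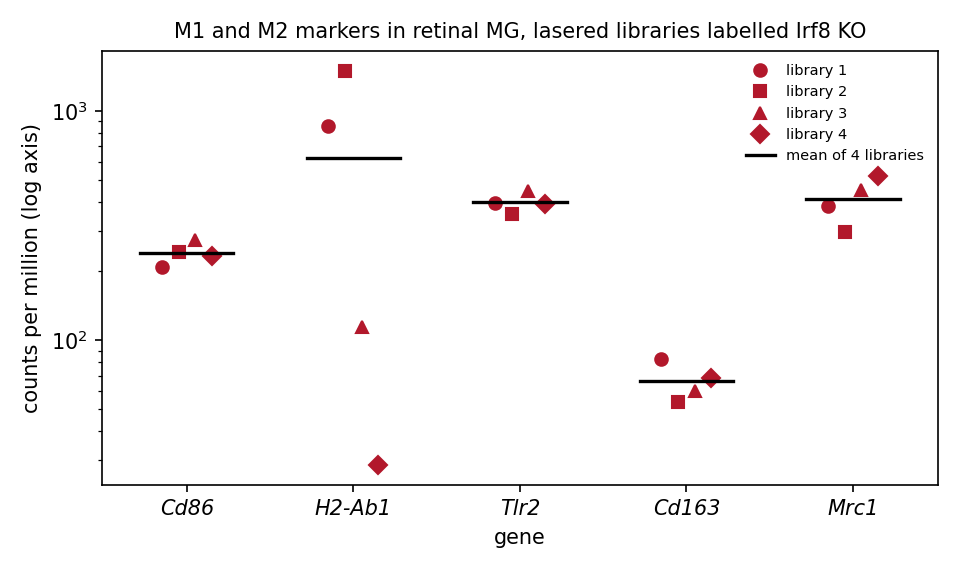
Levels of the M1 markers Cd86, H2-Ab1 and Tlr2 and the M2 markers Cd163 and Mrc1 in CPM in the 4 lasered libraries labelled Irf8 KO, with a log axis, a symbol for each library and a line at the mean of each gene. H2-Ab1 ranged from 28.6 to 1497 CPM.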

On the other hand, some of the common M2 markers, such as *Cd163* and *Mrc1,* were significantly upregulated in *Irf8*-deficient retinal MG compared with *Irf8*-potent MG at sites of CNV suggesting a M1 to M2 polarization in *Irf8*-deficient MG compared with wild-type MG in the laser CNV model.

**Fig. 6:**
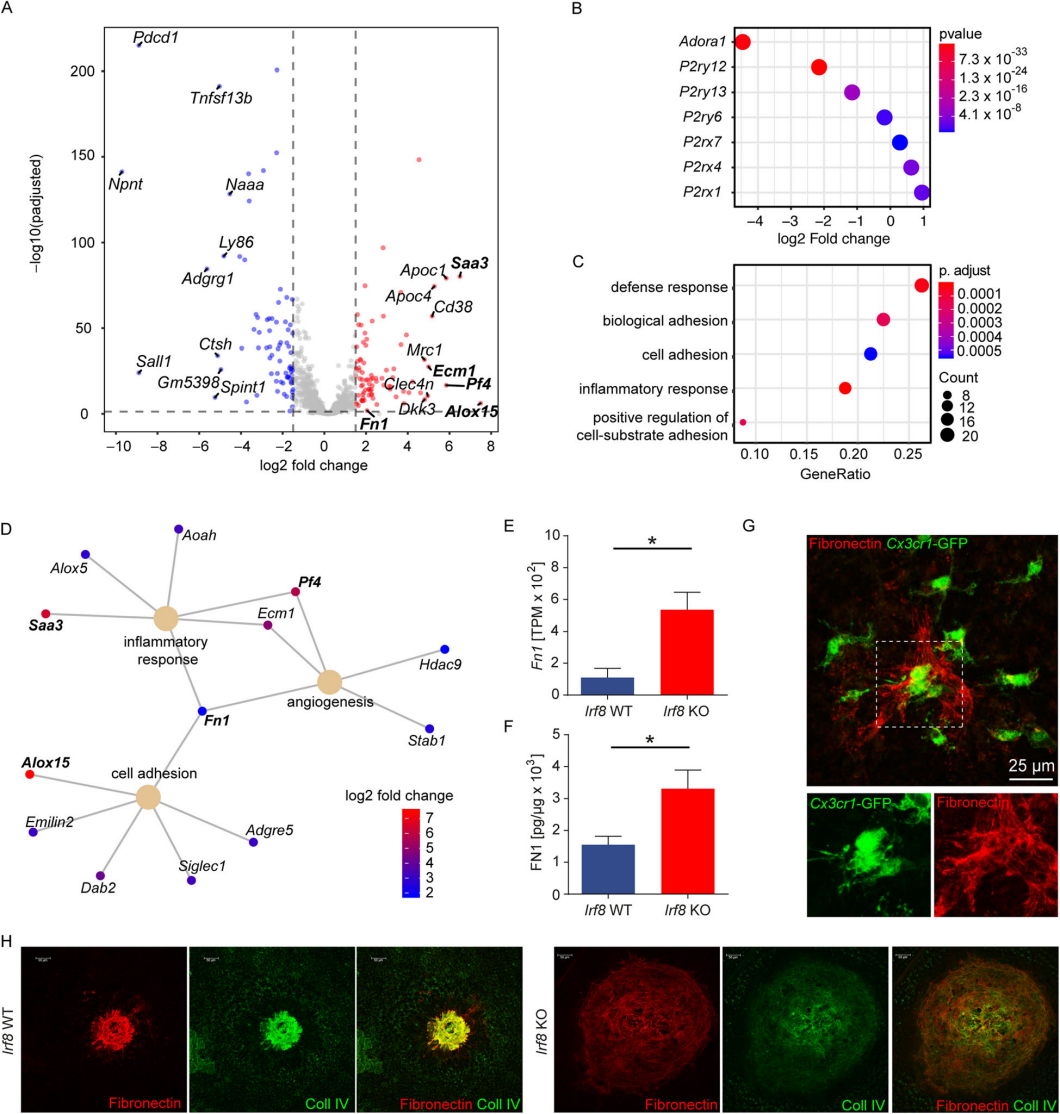
Transcriptional profiling of *Irf8* KO mice during CNV formation. **A** Volcano plot of differentially expressed genes in *Irf8* KO retinal MG (*n* = 4) compared with control (*n* = 5) after laser photocoagulation. Significantly up- and downregulated genes are shown in red and blue, respectively. The top significantly up- and downregulated genes are labelled. **B** The top 5 upregulated GO clusters in retinal MG of lasered *Irf8* KO mice. Significance is represented as p.adjust, the size of each data circle indicates the number of genes involved in each enriched GO term. **C** Differential expression of purinergic receptors in rMG from *Irf8* KO compared with *Irf8* WT mice. **D** Cnet-plot links Fibronectin (*Fn1*) to the GO terms *inflammatory response*, *angiogenesis* and *cell adhesion*. Genes written in bold belong to the top differentially upregulated genes (see **A**). **E** Expression of *Fn1* is significantly increased on transcriptional level in *Irf8*-deficient microglia, shown as transcripts per million (*Irf8* KO *N* = 4, *Irf8* WT *n* = 5). Data are presented as mean ± SEM. **F** Expression of FN1 is significantly increased on protein level in *Irf8*-deficient microglia, measured by ELISA. *N* = 5 mice per group. Data are presented as mean ± SEM. **G** Expression of *Fn1* can be traced back to myeloid *Cx3cr1*-GFP^+^ cells at the boarder of the CNV lesion at day 7 following laser. **H** Fibronectin and Collagen IV are strongly associated in the CNV lesions in both *Irf8* WT and *Irf8* KO mice

Next, we analysed the DEG that were upregulated in *Irf8*-deficient MG by GO cluster analysis and found an activation of biological processes such as “*defense response”* (GO:0006952, p.adj. < 8.4 × 10^-6^), “*biological adhesion”* (GO:0022610, p.adj. < 2.9 × 10^-4^), “*cell adhesion”* (GO:0007155, p.adj. < 6.1 × 10^-4^), “*inflammatory response”* (GO:0006954, p.adj. < 9.5 × 10^-6^) and “*positive regulation of cell substrate adhesion”* (GO:0010811, p.adj. < 1.9 × 10^-3^) in *Irf8-*deficient MG (Fig. 6C). A closer look at the DEG of three key GO clusters essential for CNV development, namely "*angiogenesis*", "*inflammatory response*" and "*cell adhesion*", revealed Fibronectin, a profibrotic mediator encoded by *Fn1*, as a prominent upregulated gene in *Irf8*-deficient MG linking all three biological processes (Fig. 6D). In addition, we found a marked increase in the expression of other pro-fibrotic factors such as *Fgf2* and *Spp1* and a subtle increase in the expression of *Tgfb1* in CNV-associated retinal MG in *Irf8*-deficient mice compared with control mice (*data not shown*). 

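Fn1 (ENSMUSG00000026193, chromosome 1 of GRCm38, 71585520 to 71653200) had 776, 525, 593 and 248 CPM in lasered libraries 1, 2, 3 and 4 labelled Irf8 KO. The mean was 535 ± 219 CPM (SD, n = 4 libraries), and Fn1 ranked 201 among all genes. Its exons overlap those of Apol7d on the other strand. The other genes shown in Fig. 6D had means from 108 CPM for Emilin2 to 971 CPM for Dab2 in the same libraries.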

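Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050) had the highest level of the other pro-fibrotic genes in lasered libraries labelled Irf8 KO, 1042 ± 446 CPM (SD, n = 4 libraries), with single libraries between 487 and 1421 CPM. A part of its reads was shared with Gm42793. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was measured at 182 ± 22.2 CPM (SD, n = 4). Fgf2 (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108) was measured at 9.45 ± 0.779 CPM (SD, n = 4), under the minimum of 100 that the paper's methods set. Fgf2 shares reads with Gm43439, and its exons overlap those of Nudt6 on the other strand.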

Consistent with the increased number of *Fn1* transcripts in *Irf8*-deficient MG, we found significantly increased FN1 protein levels in the RPE/choroid of *Irf8*-deficient mice (3314 ± 587.1 pg/μg protein) compared with controls (1550 ± 268.5 pg/μg protein, *p* < 0.05) using ELISA on tissue lysates (Fig. 6E, F). Immunohistochemical studies showed that FN1 expression was restricted to the area of CNV lesions and expressed by microglia at sites of CNV (Fig. 6G). In addition to the enlarged collagen IV-positive CNV lesion described above, *Irf8*-deficient mice showed a markedly enlarged FN1-positive CNV lesion compared with WT mice, indicating increased fibrosis (Fig. 6H).

Taken together, these studies show that *Irf8*-deficient microglia exhibit a significantly altered expression profile in the laser CNV model with downregulated migratory genes, such as purinergic receptors, and upregulated pro-fibrotic factors, such as *Fn1*.

## Discussion

The interferon regulatory factor 8 (IRF8) is an essential transcription factor for the development, maturation and homeostasis of microglia (MG) in the brain and other tissue macrophages [19, 21, 27]. However, the role of IRF8 for retinal MG (rMG) during homeostasis and neovascular eye disease has not been elucidated so far. In this study, we show that *Irf8* is essential for a mature rMG gene expression profile and influences MG morphology, migration and the response to pathological neovascularisation.

Our results show that *Irf8* is strongly expressed in rMG in the steady state compared with other IRF family members. The expression of *Irf8* in rMG was even substantially higher than in brain MG (bMG), suggesting a distinct and tissue-specific function of *Irf8* in microglia of the retina. Morphological analysis revealed that *Irf8*-deficient mice exhibited an overall reduced branching of rMG as well as a decreased MG cell number specifically in the outer plexiform layer, which was already observed during postnatal development. These findings recapitulate findings in the brain [21, 27, 39, 44] and point to a migratory defect that is already present during postnatal retinal layering and maintained into adulthood. To gain further insight into the molecular changes in *Irf8*-deficient rMG, we isolated rMG by flow cytometry and analysed their transcriptional profile by RNA sequencing. Our analysis revealed significant transcriptional differences between *Irf8*-potent and *Irf8*-deficient microglia, which is consistent with several *in vitro* studies [25, 40]. We found that *Sall1* was the most downregulated MG signature gene in the retina of *Irf8-*deficient mice. This is of particular functional importance since SALL1 is a critical transcription factor for maintaining the homeostatic gene expression pattern of MG and thus regulates, for example, the expression of MG signature genes such as *Aif1, P2ry12* and *Tmem119* [6, 33, 55]. Accordingly, we found *Tmem119* and *P2ry12* as significantly reduced in *Irf8*-deficient rMG recapitulating the findings from human brain microglia which suggest a dependence of P2RY12 expression on IRF8 signalling [5]. Notably, because SALL1 is not exclusively expressed by microglia but also by astrocytes and oligodendrocytes [8, 38, 48], non-cell autonomous effects of this gene cannot be excluded. Further, single-cell RNA-seq (scRNA-Seq) of conditional *Irf8* KO mice (*Fcgr1*-Cre:*Irf8*^fl/fl^) revealed a strong downregulation of *Sall1*, *Aif1*, *Tmem119* and *P2ry12* in bMG while other genes, typically expressed in macrophages, like *Mrc1*, encoding the mannose receptor CD206, were upregulated [58]. In line with this study, we found a strong upregulation of *Mrc1* on transcriptional level and the encoded mannose receptor CD206 on protein level in *Irf8-*deficient rMG which is consistent with data from *Irf8*-deficient bMG [44]. In addition, other myeloid genes like *Fcgr1*, also known as CD64, were downregulated on RNA and protein level. These findings strongly support common transcriptional changes between retinal MG and brain MG under *Irf8*-deficient conditions, as shown before in a direct comparison of wild-type rMG and bMG by scRNA-seq [59]. Furthermore, it underscores that retinal microglial differentiation and maturation are highly dependent on a defined transcriptional program instructed by PU.1 [16], SALL1 [29] and IRF8.

To identify functionally related gene signatures, we performed a gene ontology (GO) enrichment analysis that revealed a downregulation of the clusters “*cell migration“*, “*cell motility”*, “*cell adhesion”* and “*regulation of cell proliferation”* in adult *Irf8*-deficient rMG in the steady state. The downregulation of these GO terms was consistent with the reduced number of rMG in the OPL in adult *Irf8* KO mice, supporting previous *in vitro* data describing IRF8 as an essential transcription factor for microglial motility and migration [28, 39]. The significant downregulation of genes relevant for cell migration could also explain the observed developmental phenotype and point to an impaired *Irf8*-dependent perception of guiding cues. During development, neurons constantly release guiding cues, such as purines and other extracellular nucleotides which guide microglia to colonise the developing outer retina [1, 37]. *Irf8*-dependent downregulation of sensors that detect these guiding cues, such as *Adora1* or *P2yr12*, may be responsible for the disruption of purinergic signalling in *Irf8*-deficient rMG, which attenuates their migratory capacity. Indeed, *in vitro* cultivated brain MG lacking *Irf8* had a strongly reduced phosphorylation of AKT after ATP treatment, thereby diminishing the ATP-mediated signalling pathways of P2RY12 [40]. This hypothesis is supported by *in vitro* studies showing a diminished entry of rMG into retinal explant cultures following an interruption of purinergic signalling [37]. Furthermore, proliferation of myeloid cells relies on IRF8 signalling [61] which could explain the insufficient compensatory expansion of MG in the OPL and contribute to the niche-dependent phenotype with reduced microglial density especially in the OPL in adult *Irf8*-deficient mice.

Despite the aforementioned significant changes in MG cell density and transcriptional profile, *Irf8*-deficient mice exhibited a normal retinal structure, vascular supply, and physiological function. This is particularly surprising as retinal MG are in close contact with retinal vessels, especially during development, and are known to shape the mature retinal vasculature [9, 13, 16, 18]. This suggests that *Irf8*-deficient MG are functionally sufficient to accompany physiological retinal development and that minor developmental disturbances, which we cannot completely rule out, can be compensated over time. The fact that *Irf8*-deficient microglia exhibit transcriptional changes that reduce their responsiveness while maintaining a normal retinal phenotype, provides an ideal setting to study the role of microglia in the development of choroidal neovascularisation, which is known to be associated with significant microglia activation and migration [35, 52, 59].

In the laser-induced CNV model, which mimics aspects of neovascular AMD, we found significantly increased CNV lesion size under *Irf8*-deficient conditions. At the same time, the overall numbers of *Irf8*-deficient *Cx3cr1*-GFP^+^ cells were significantly reduced around the lesions compared with wild type. In line with this finding, MG density in the IPL above CNV lesions was significantly decreased in *Irf8* KO mice compared with wild type. These observations may be mediated either by a migration defect caused by impaired purinergic signalling [45] or by reduced microglial proliferation of *Irf8*-deficient MG, or both, as discussed above. Interestingly, the present study shows that impaired migration and a lower number of MG in the vicinity of CNV are associated with a more severe CNV phenotype in *Irf8*-deficient mice. This finding is in contrast to previous studies showing that depletion of retinal or circulating myeloid cells by clodronate is associated with reduced CNV size suggesting an anti-angiogenic effect of myeloid cells on CNV [14, 34, 51]. On the other hand, however, our results are consistent with reports showing that increased accumulation of myeloid cells in neovascular lesions is associated with decreased CNV and that myeloid cells use FasL (CD95L) to inhibit CNV formation [2]. These seemingly contradictory contributions of myeloid cells to CNV development could be reconciled by the potentially different roles of resident MG and infiltrating monocyte-derived macrophages. To investigate the distinct roles of these cellular populations, this study exploits *Irf8*-deficient mice which are characterized by a near absence of circulating monocytes and, at the same time, altered but present resident retinal microglia. The enlarged CNV lesions in *Irf8*-deficient mice associated with reduced numbers of *Cx3cr1*-GFP^+^ resident microglia cells may thus be interpreted as a consequence of dysfunctional pro-fibrotic *Irf8*-deficient MG or as a result of insufficient numbers of CNV-suppressing microglia in *Irf8*-deficient animals. The latter may in turn indicate a general protective role of wild-type microglia which would be in line with previous studies [2, 46]. The hypothesis that deficient microglia substantially influence CNV size in *Irf8*-deficient mice is further supported by the head-shielded bone marrow transplantation experiments performed in this study, which showed enlarged CNV in *Irf8*-deficient animals compared with controls despite successful reconstitution of *Irf8-*potent peripheral monocytes. However, we cannot exclude the possibility that other *Irf8*-expressing cell types in the retina or from the blood contribute to the increased CNV lesion size in *Irf8*-deficient mice. Since *Irf8* expression in the retina was mainly restricted to retinal microglial cells, which represent the most numerous myeloid cell population in CNV, in contrast to a low number of infiltrating peripheral monocytes [59], we consider this possibility rather unlikely. Furthermore, heterozygous *Cx3cr1*^*GFP/+*^ expression could have an impact on myeloid cells and be associated with an inflammatory phenotype. However, since both *Irf8* wild-type and knockout mice in our study were consistently heterozygous for *Cx3cr1*, we consider this effect negligible and used the *Cx3cr1*^*GFP/+*^ line to visualise *Irf8* wild-type and knockout mice in a comparable manner, since other standard markers such as IBA1 are dysregulated and cannot be used [44].

To explore potential mechanisms in *Irf8*-deficient retinal MG contributing to CNV formation, we next performed RNA-sequencing on sorted retinal MG at sites of CNV.

Among others, we found that purinergic receptors, encoded by genes such as *P2ry12*, *P2ry13* and *Adora1*, were significantly downregulated in *Irf8* KO rMG after laser injury. Since these receptors are critical for the recognition of ATP released during tissue injury and thus control cell migration, their downregulation may be at least partly responsible for the reduced MG cell number at sites of CNV in *Irf8*-deficient mice [12, 23, 30]. This hypothesis is in line with *in vitro* work by Masuda et al. showing a downregulation of genes encoding purinergic receptors, including *P2ry12* and *P2rx4,* in *Irf8*-deficient brain microglia which was associated with a migration defect *in vitro* [39]. It is interesting to note that *Irf8*-deficient retinal microglia accumulating at CNV showed less M1 and more M2 signature gene expression compared with wild-type MG at CNV, suggesting increased M1 to M2 polarization in *Irf8*-deficient MG. This is of particular clinical interest as some studies have suggested that more M2-like macrophages, which are assumed to be pro-angiogenic, accumulate at the site of wet compared with dry AMD and that the pathological shift of macrophage polarization may contribute to the pathogenesis of CNV in neovascular AMD [7]. The expression signatures or myeloid cells at the lesion site are likely to be more complex than the aforementioned polarization state; however, it confirms an altered signature of a set of well-known and characterized markers. Furthermore, GO cluster analysis showed that *Irf8*-deficient rMG exhibit increased activity of biological processes that are critical for inflammation and cell adhesion, which points to an interaction of microglia with extracellular matrix components driving CNV formation. We hereby identified Fibronectin, encoded by the *Fn1* gene, as being significantly higher expressed in *Irf8* KO rMG and linking the GO terms "*cell adhesion"*, "*inflammatory response"* and "*angiogenesis"*. The immunohistochemical and ELISA analyses confirmed that the expression of Fibronectin protein was also significantly increased at sites of CNV, suggesting that *Irf8*-deficient MG or other cells affected by the loss of *Irf8* contribute to increased Fibronectin abundance at sites of CNV. Of note, collagen IV fibers were reported to depend on an established Fibronectin matrix directly co-localizing with Fibronectin fibers *in vitro* that could be functionally related to our observation of increased CNV lesion size promoted by higher Fibronectin expression in rMG [42, 43]. Furthermore, we found a marked increase in the expression of the pro-fibrotic factors *Fgf2* and *Spp1* and a subtle increase in the expression of *Tgfb1* in CNV-associated retinal MG in *Irf8*-deficient mice compared with control mice. Since FGF2 and SPP1 are important mediators of scarring and have been identified in human choroidal neovascular membranes [17, 52], overexpression of these factors in retinal MG may have further contributed to increased CNV lesion size in *Irf8*-deficient mice. This is of particular interest as pharmaceutical inhibition of SPP1 has been shown to modulate CNV formation and inhibition of FGF2 was associated with reduced CNV and subretinal fibrosis in a laser-induced mouse CNV model [3, 41, 52].

## Conclusions

In conclusion, this study identifies IRF8 as a critical mediator for the morphology, distribution and expression profile of retinal microglia, and for transformation to a reactive phenotype. The niche-dependent phenotype already present during postnatal development, the altered morphology and the disturbed rMG distribution did not lead to any impairment of retinal morphology and function in the steady state, but to enlarged lesions in the laser CNV model. This highlights the importance of IRF8 and retinal MG for the development of pathological neovascularisation in the eye and highlights the potential of immunomodulatory therapeutic interventions of rMG recruitment in retinal disease.

## Supplementary Information

**Additional file 1. **Supplemental figure 1 Irf8 is expressed predominantly in retinal MG and in some bipolar or Müller cells. No *Irf8*-VENUS expression could be detected co-localised with GFAP (A), βIII-Tubulin (B) and Collagen IV (E), indicating that IRF8 is not expressed in retinal astrocytes, ganglion cells or vessels. All IBA1^+^ cells exhibited a strong *Irf8*-VENUS signal (C) suggesting that all retinal MG express IRF8. Some CHX10^+^ cells could be co-localised with *Irf8*-VENUS expression (D) demonstrating that some bipolar cells or Müller cells express VENUS.

**Additional file 2.** Supplemental figure 2 Temporal and spatial distribution of retinal microglia during development. A Representative pictures showing the numbers of microglia per field of view in *Irf8* WT and *Irf8* KO mice in comparison between the ganglion cell and inner plexiform layer (GCL/IPL) and the developing neuroblast layer (NBL) or outer plexiform layer (OPL), respectively, at postnatal day (P) 1, P7 and in adult mice. B Quantification thereof. Data are presented as mean ± SEM.

**Additional file 3.** Supplemental figure 3 *Irf8* deficiency does not affect the retinal structure, function and vasculature. A-C Representative color fundus images (A), fluorescein angiography (B) and optical coherence tomography (OCT) images of *Irf8* WT and *Irf8* KO mice. C) Both *Irf8* WT (blue, n=12) and *Irf8* KO (red, n=12) mice displayed a regular retinal structure, a similar thickness of the inner nuclear layer and the outer retina at 100 and 200 μm from the optic nerve head in the optical coherence tomographs. Data are shown as mean ± SEM. ONH = Optic nerve head. D Electroretinography (ERG). No significant difference was found between the *Irf8* WT (blue, n=9) and *Irf8* KO (red, n=9) mice concerning the dark-adapted scotopic and light-adapted photopic ERG measurements at different flash intensities. Data are shown as mean ± SEM. E Staining against smooth muscle actin (SMA, red) reveals a comparable number of arteries (*Irf8* WT (n=5); *Irf8* KO (n=7)) and major vessels (*Irf8* WT (n=11); *Irf8* KO (n=13)) between both groups. Data are shown as mean ± SEM. F No significant differences in vessel branch formation in the superficial (upper panel) or deep plexus (lower panel) in the central or peripheral area of the retina could be observed, compared between *Irf8* WT (n=6) and *Irf8* KO (n=7). Data are presented as mean ± SEM.

**Additional file 4.** Supplemental figure 4 Spatial distribution of retinal microglia in CNV lesions. A Spatial distribution of microglia in the inner plexiform layer (IPL) in lasered and unlasered *Irf8* WT and *Irf8* KO mice. B Quantification of the numbers of microglia per field of view in the inner plexiform layer in lasered and unlasered *Irf8* WT and *Irf8* KO mice. Data are presented as mean ± SEM.

**Additional file 5.** Supplemental figure 5: Polarisation markers expressed by CNV-associated microglia. The M1 and M2 polarisation markers *Cd86*, *H2-Ab1*, *Tlr2*, *Cd163* and *Mrc1* (CD206) are shown as transcripts per million in comparison between *Irf8* WT and KO under CNV conditions.

**Additional file 6.** Supplemental table 1: List of primer sequences.

**Additional file 7.** Supplemental table 2: List of antibodies used for immunohistochemistry and flow cytometry.

## Data Availability

RNA sequencing data are available under the GSE accession number GSE160845 and GSE182504.

## Abbeviations

Adora1: Adenosine A1 receptor
Aif1: Allograft inflammatory factor 1
AMD: Age-related macular degeneration
ATP: Adenosine triphosphate
CNS: Central nervous system
CNV: Choroidal neovascularization
CSF1R: Colony stimulating factor 1 receptor
ELISA: Enzyme-linked immunosorbent assay
ERG: Electroretinography
FFA: Fundus fluorescein angiography
FN: Fibronectin
GO: Gene ontology
INL: Inner nuclear layer
IRF: Interferon regulatory factor
MG: Microglia
OCT: Optical coherence tomography
ONL: Outer nuclear layer
P2ry12: Purinergic receptor P2Y, G-Protein couple 12
PR: Photoreceptors
Sall1: Spalt-like transcription factor 1
Tmem119: Transmembrane 119
WT: Wild type

# Supplementary material for: The role of interferon regulatory factor 8 for retinal tissue homeostasis and development of choroidal neovascularisation
**Source:** J Neuroinflammation. 2021 Sep 20;18:215. doi: 10.1186/s12974-021-02230-y
**Supplement:** Supplementary file 6 — Additional file 6. Supplemental table 1: List of primer sequences.

| Primer  | Sequence                          |
|---------|-----------------------------------|
| IRF8_A: | CAT GGC ACT GGT CCA GAT GTC TTC C |
| IRF8_B: | CTT CCA GGG GAT ACG GAA CAT GGT   |
| IRF8_C: | CGA AGG AGC AAA GCT GCT ATT GGC C |

|                |                            |
|----------------|----------------------------|
| Cx3cr1-gfp-1:  | TTC ACG TTC GGT CTG GTG GG |
| Cx3cr1-gfp-2a: | GCT GCA CTG TCC GGT TGT T  |
| Cx3cr1-gfp-3:  | GAT CAC TCT CGG CAT GGA CG |

|                    |                                 |
|--------------------|---------------------------------|
| lrf8 _Venus PAC-1: | CAG TCC TAA GAC CCA GTG AAA AGC |
| lrf8 _Venus PAC-2: | ATA ACA TAT AGA CAA ACG CAC ACC |

|             | Step | Temp | Time  | go to | loop |
|-------------|------|------|-------|-------|------|
|             | [#]  | [°C] | [sek] |       |      |
|             | 1    | 94   | 300   | -     | -    |
|             | 2    | 94   | 30    | -     | -    |
| IRF8        | 3    | 63   | 25    | -     | -    |
| Cx3cr1-gfp  | 3    | 66   | 30    | -     | -    |
| lrf8 _Venus | 3    | 55   | 20    | -     | -    |
|             | 4    | 72   | 60    | 2     | 33   |
|             | 5    | 72   | 300   | -     | -    |
|             | 6    | 4    | ∞     | -     | -    |

|             | mut | wt  |
|-------------|-----|-----|
| IRF8        | 500 | 150 |
| Cx3cr1-gfp  | 500 | 307 |
| lrf8 _Venus | 220 | -   |

**Supplemental Table 1**

# Supplementary material for: The role of interferon regulatory factor 8 for retinal tissue homeostasis and development of choroidal neovascularisation
**Source:** J Neuroinflammation. 2021 Sep 20;18:215. doi: 10.1186/s12974-021-02230-y
**Supplement:** Supplementary file 7 — Additional file 7. Supplemental table 2: List of antibodies used for immunohistochemistry and flow cytometry.

| Antibodies for Immunofluorescence                                  | Company                                           | Catalog Number    |
|--------------------------------------------------------------------|---------------------------------------------------|-------------------|
| rabbit anti-Iba-1, polyclonal, 1:500 (cryo) or 1:1000 (flat-mount) | WAKO, Osaka, Japan                                | cat # 019-19741   |
| rabbit anti-P2RY12, polyclonal, 1:500                              | AnaSpec, Fremont, USA                             | cat # AS-55043A   |
| rabbit anti-Tmem119, polyclonal, 1:500                             | Synaptic Systems, Göttingen, Germany              | cat # 400 002     |
| goat anti-GFP, polyclonal, 1:500                                   | Rockland Immunochemicals Inc., Gilbertsville, USA | cat # 600-106-215 |
| Rabbit anti-mouse Collagen type IV, 1:1000                         | Abcam, Cambridge, UK                              | cat # ab6586      |
| goat anti-Collagen type IV, 1:500                                  | Merck Millipore, Darmstadt, Germany               | cat # AB769       |
| rabbit anti-alpha smooth muscle actin (SMA), 1:500                 | Abcam, Cambridge, UK                              | cat # ab5694      |
| rabbit anti-betaIII tubulin, 1:500                                 | Abcam, Cambridge, UK                              | cat # ab18207     |
| sheep anti-Ceh-0 homeo domain containing homolog (CHX10), 1:200    | Abcam, Cambridge, UK                              | cat # ab16141     |
| mouse anti-glial fibrillary acidic protein (GFAP), 1:500           | Thermo Fisher Scientific Inc., USA                | cat # MS-1376-R7  |
| rat anti-F4/80 (clone BM8), monoclonal, 1:100                      | Abcam plc., UK                                    | cat# ab16911      |
| rabbit anti-Fibronectin, 1:100                                     | Merck Millipore, Darmstadt, Germany               | cat# AB2033       |
| rat anti-CD206-Alexa Fluor® 647 (clone MR5D3), monoclonal, 1:100   | Bio-Rad Laboratories, UK                          | cat # MCA2235A647 |
| goat anti-rabbit, Alexa Fluor 647®, polyclonal, 1:500              | Thermo Fisher Scientific Inc., USA                | cat # A-21244     |
| Chicken anti-Rat-Alexa Fluor® 647                                  | Thermo Fisher Scientific Inc., USA                | cat # A-21472     |
| Donkey anti-Goat-Alexa Fluor® 488                                  | Thermo Fisher Scientific Inc., USA                | cat # A-11055     |
| Donkey anti-Goat-Alexa Fluor® 568                                  | Thermo Fisher Scientific Inc., USA                | cat # A-11057     |
| Donkey anti-Sheep-Alexa Fluor® 568                                 | Thermo Fisher Scientific Inc., USA                | cat # A-21099     |
| Donkey anti-Rabbit-Alexa Fluor® 568                                | Thermo Fisher Scientific Inc., USA                | cat # A-10042     |
| Donkey anti-Rabbit-Alexa Fluor® 647                                | Thermo Fisher Scientific Inc., USA                | cat # A-31573     |

  

| Antibodies for Flow Cytometry                           | Company                                            | Catalog Number   |
|---------------------------------------------------------|----------------------------------------------------|------------------|
| Fc receptor blocking antibody CD16/CD32 (clone 2.4G2)   | BD Pharmingen, BD Biosciences, Heidelberg, Germany | cat # 553141     |
| rat anti-CD11b-BV421 (clone M1/70), monoclonal, 1:100   | BioLegend, USA                                     | cat # 101235     |
| rat anti-CD11b-APC Cy7                                  | BD Biosciences                                     | cat # 557657     |
| rat anti-CD11b-APC                                      | Thermo Fisher Scientific Inc., USA                 | cat # 17-0112-83 |
| rat anti-CD115-PE-Cy7 (AFS98), monoclonal, 1:100        | Thermo Fisher Scientific Inc., USA                 | cat # 25-1152-82 |
| rat anti-CD115-APC                                      | Invitrogen                                         | cat # 17-1152-82 |
| mouse anti-CD45.2-PacB                                  | Thermo Fisher Scientific Inc., USA                 | cat # 48-0454-82 |
| rat anti-CD45-APC-e780 (30-F11), monoclonal, 1:100      | Thermo Fisher Scientific Inc., USA                 | cat # 47-0451-82 |
| rat anti-CD45-BV421 (30-F11), monoclonal, 1:100         | BioLegend, USA                                     | cat # 103134     |
| rat anti-F4/80-PE-Cy7 (BM8), monoclonal, 1:100          | Thermo Fisher Scientific Inc., USA                 | cat # 25-4801-82 |
| mouse anti-CD64-Alexa647 (X54-5/7.1), monoclonal, 1:100 | BioLegend, USA                                     | cat # 139322     |
| rat anti-Ly6C-PE Cy7                                    | BD Pharmingen, BD Biosciences, Heidelberg, Germany | cat # 560593     |
| rat anti-Ly6G-PE-Cy7 (clone 1A8), monoclonal, 1:100     | BD Pharmingen, BD Biosciences, Heidelberg, Germany | cat # 560601     |
| anti-CD45-BV421 (clone 30-F11), monoclonal, 1:100       | BioLegend, USA                                     | cat # 103134     |
| rat anti-CD3-PE-Cy7 (clone 17A2), monoclonal, 1:100     | BioLegend, USA                                     | cat # 100220     |
| rat anti-CD19-PE-Cy7 (clone 6D5), monoclonal, 1:100     | BioLegend, USA                                     | cat # 115519     |
| rat anti-CD115-APC                                      | Invitrogen                                         | cat # 17-1152-82 |
| goat anti-MerTK (biotinylated), 1:50                    | R&D Systems, Inc., USA                             | cat # BAF591     |
| Streptavidin-PE, 1:200                                  | BD Pharmingen, BD Biosciences, Heidelberg, Germany | cat # 554061     |

**Supplemental Table 2**

How the deposited data were processed for this re-analysis (not part of the article)

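RNA-seq values of 7 libraries labelled Irf8 KO were analysed, 3 from unlasered mice and 4 from mice 7 days after laser injury, each from microglia sorted from pooled retinae. The wild-type control libraries were not analysed here, so the comparisons of Irf8 KO with control in Fig. 3 and Fig. 6 were not recomputed. The GO term analyses were not analysed here either.

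The authors removed adapters and duplicates with cutadapt and FastUniq, mapped reads with bowtie2, counted them per gene of annotation version 90 with HTSeq and, in the words of the methods, normalised them as TPM. The deposited values are headed TPM, but they are CPM: within each library every value is a whole multiple of the same step for all 40743 genes, and the recovered reads sum to the total that the step gives. The deposited table separates cells by semicolons and writes decimals with commas. Its values were used as they stand, without further scaling. The analysis set before the data were examined assumed counts and named a count model; because the table holds CPM, the test set for normalized values was used in its place.

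Genes in the deposited table are listed by Ensembl identifiers, and 4492 genes include reads listed jointly with an overlapping gene. For 2335 genes there were only such joint reads. Of 5488 joint entries that pair 2 genes of GENCODE M21 (GRCm38), the exons of the pair overlapped for 1401, and for 4031 only the gene spans overlapped. The counted regions therefore included introns in these cases. 5487 of the pairs lay on the same strand. In total 99.3% of the listed genes were matched to GENCODE M21, whose coordinates are given; the paper's text does not name the genome build.

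Total reads per library were between 20427558 and 36022954 in unlasered libraries and between 37133297 and 45919042 in lasered libraries. The floor was set at 3 reads, and it covers counting error only.

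Lasered and unlasered libraries were compared with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), fitting log2(CPM + 1) with a mean-variance trend and robust empirical Bayes, over 17496 genes with at least 1 CPM in at least 3 libraries. The tests were two-sided and p-values were adjusted with the Benjamini-Hochberg method. The thresholds of the paper's methods, a log2 fold change over 1.5 and a mean of at least 100, were applied to CPM, together with the adjusted p that the axis of Fig. 6A shows. The methods write an unadjusted p, which was an alternative. Gene lists were tested with limma's camera (inter-gene correlation 0.01), adjusted over 18 lists. The 18 lists were written before the data were examined, and the list of dendritic cell genes afterwards. Single measures were compared with exact permutation tests. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

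Named genes are those the paper names for RNA-seq, the interferon regulatory factor genes, the 5 largest rises and 5 largest falls after laser injury among genes with an adjusted p under 0.05, no overlap between groups and a mean of at least 10 CPM in a group, and genes of the lists that passed. Cfb and C2 were named after their values were seen, to describe the reads listed for Gm20547. Cd74 belongs to a list that passed.

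The test was tested on simulated data drawn from the means of the real genes. Every simulated gene had the same dispersion, 0.0259, a median over real genes, and the libraries were drawn independently. The shares below therefore do not carry over to genes that vary more between libraries. Among the real genes, H2-Ab1 had a log2 fold change of 3.07 and an adjusted p of 0.196 from limma. Of 193 tested genes changed by a factor of 2, 95.9% were called, and 8.42% of the calls were unchanged genes. For factors of 4 and 8, 100% of 195 and 196 genes were called, with 3.47% and 7.55% of calls on unchanged genes. With no changed genes, 0 genes were called. 

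Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 10 reads, the replicate number as a block, each library left out in turn, unadjusted p-values and no minimum mean for the paper's thresholds, and the median in place of the mean for levels. Median-of-ratios scaling, voom on recovered reads, thinning to the smallest library and totals without Apoe were chosen after seeing the data. The pairing of libraries 1, 2 and 3 comes from the numbers in the sample labels; the paper's text does not name a pairing. The direction of a gene list under an alternative was judged by the sign of its median log2 fold change. That criterion was chosen after seeing the results, in place of the direction that camera reports, and both are given in the closing section.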

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

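Of the tests below, those of the sex of the mice, rod RNA, library totals, immediate early genes and other splits of the libraries for the total count were set before the data were examined, and the others were chosen only after the result was seen. All comparisons rest on the labels of the libraries.

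Irf8 was read at a mean of 508.7 CPM in unlasered and 496 CPM in lasered libraries labelled Irf8 KO, far above the floor of 3 reads. The paper does not report Irf8 transcript levels in these libraries. These are the columns that the paper plotted as Irf8 KO in Fig. 3E and Fig. 6E: 5 of 5 means read by eye lay within 1 SD of the libraries. A mix-up of samples or labels before plotting would give the same result. The unlasered libraries had 621 CPM of Mrc1, whose protein CD206 the paper's staining of separate retinae finds in Irf8 KO and not in wild type (Fig. 3D). Taken alone, Mrc1 goes against a swap with wild type. The same libraries had 1209 CPM of Tmem119 and 493 CPM of P2ry12, whose proteins the same staining finds almost absent in Irf8 KO. As levels alone, these markers point both ways. The paper's comparison with controls, not recomputed here, finds Mrc1 higher and Tmem119 and P2ry12 lower in Irf8 KO, as its staining does. These directions go against a swap of the whole groups, but they do not cover a mix-up of single libraries. Wild-type libraries were not analysed here. Read-through RNA of Gm20388, whose span covers Irf8, was tested on the 54 other genes listed only together with Gm20388. Their median level per kilobase of span was 0.512% of the Irf8 value, and 3 of them reached it, so read-through at that level does not account for the Irf8 reads. A transcript that is still made from the targeted allele may give such reads; counts per gene do not show which exons the reads cover, so this was not tested.

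Between lasered and unlasered libraries, 1213 of 17496 genes had an adjusted p under 0.05 (limma), 676 higher and 537 lower after laser injury; 3963 genes had an unadjusted p under 0.05. The paper does not make this comparison. Of the 8 splits of the 7 libraries that part all same-numbered pairs, 1 gave as many genes, the real one, and the others gave 0 to 11. The same held for genes higher (1 of 8), genes lower (1 of 8) and the 47 genes past the paper's thresholds (1 of 8), taken with the adjusted p of the axis of Fig. 6A; with the unadjusted p that the methods write, 54 genes passed. With 8 splits the share cannot go under 0.05, so a comparison with these splits alone cannot decide. The remaining 27 splits, which keep at least 1 same-numbered pair together, gave 0 to 1 genes, so that 1 of all 35 splits gave as many genes for each of these 4 counts.

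Technical explanations were tested for the same 1213 genes. Library totals did not overlap, with the smallest lasered total 1.03 times the largest unlasered total, but after drawing every library down to the smallest 1116 genes passed. Leaving Apoe out of the totals gave 1221 genes. Of Xist and 4 Y-linked genes, 0 had groups that did not overlap. The immediate early list, a sign of stress during tissue dissociation, did not differ (adjusted p = 0.989 from limma's camera, range over the alternatives 0.359 to 0.983). Across genes, the log2 fold change correlated with gene length at a Spearman rho of -0.11 and with GC content at 0.11, where genes are not independent replicates. Annotated pseudogenes were 277 of 674 genes higher after laser injury, or 41.1%, against 15.5% of the 17402 tested genes with a biotype, an odds ratio of 4.14, and 10 of the genes lower. Reads shared between near-identical copies therefore remain a candidate explanation for part of the genes higher after laser injury. Laser injury remains as a biological explanation, but the use of the central 70% of the retina only for lasered mice goes with it and cannot be separated from it.

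The genes of the rod photoreceptor list summed to 2238, 20140 and 5803 CPM in unlasered libraries 1, 2 and 3, a mean of 9393 CPM, and to 1019, 448, 817 and 319 CPM in lasered libraries 1 to 4 (two-sided exact permutation test, p = 0.057, the smallest the design allows). Of its 15 genes, 13 had an adjusted p under 0.05, a small part of the 1213 genes, so this count cannot tell how far rod RNA reaches among the others. Outside the list, 198 of 524 genes lower after laser injury, or 37.8%, ordered the unlasered libraries as the rod list does, against 13.3% of all tested genes and 16.7% for equally frequent orders. RNA of rod photoreceptors in the sorted cells, in amounts that differ between libraries, may therefore explain part of the genes lower after laser injury.

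In 6 of 70 levels tested over the 4 lasered libraries, a single library lay far from the other 3, where chance gives about 1 in 20. Library 4 was the highest for Irf8 with 582 CPM and for Tmem119 with 1739 CPM, and the lowest for Dkk3 with 91.3 CPM. Library 2 was the highest for Apoc4 with 219 CPM and for Ccnd2 with 132 CPM, and library 3 was the highest for Adgre1 with 1475 CPM. No technical or biological explanation was tested for these single values.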

How the results depend on the processing

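The counts of genes between lasered and unlasered libraries stayed within 1.5 times their value with a pseudocount of 0.1, a mean of at least 10 reads, median-of-ratios scaling, voom, thinning and totals without Apoe, where 873 to 1439 genes had an adjusted p under 0.05 (limma) against 1213. These last 4 settings were chosen after seeing the data. The balance between directions moved, however, from 55.7% of these genes higher to 65.0% with median-of-ratios scaling (935 higher and 504 lower) and 50.9% without Apoe in the totals (621 and 600). Over the fits that each left out a library it was 44.0% to 67.9%, and lower genes outnumbered higher ones in 3 of the 7, without unlasered library 1, unlasered library 2 or lasered library 1. Which direction holds more genes is therefore not stable. Without a filter on low values, 385 genes passed, 212 higher and 173 lower, and 21 passed the paper's thresholds in place of 47. Without the minimum mean, 304 genes passed the paper's other thresholds, and with unadjusted p-values 54 did. The cause was not tested.

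With the replicate number as a block, 3 genes had an adjusted p under 0.05, 2 higher and 1 lower, and 1 passed the paper's thresholds. With the block, 3395 genes had an unadjusted p under 0.05. With that unadjusted p, 59 genes passed the paper's other thresholds, against 54 without the block. Deviations of same-numbered libraries correlated at -0.183, -0.126 and -0.0234, on average -0.111, and those of other pairs between -0.109 and 0.205. The numbers therefore showed no sign of a shared deviation. The block leaves lasered library 4 without a partner, and its log2 fold changes for the named genes equal those without that library.

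Across the 7 fits that each left out a library, 262 to 1406 genes passed, 149 to 850 higher and 113 to 556 lower, with 15 to 41 past the paper's thresholds. The number of gene lists with an adjusted p under 0.05 was 6, and 4 to 7 over these fits, 7 with the block and 5 without a filter.

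Some log2 fold changes near 0 changed sign. With the block, Tmem119 had -0.0085 and Irf5 0.021. Median-of-ratios scaling gave 0.065 for Cd163, 0.064 for Irf5 and 0.041 for Irf8; it raised the log2 fold change of tested genes by a median of 0.077, which is more than the distance of these 3 genes from 0. Thinning gave 0.0078 for Cd163. Over the fits that each left out a library, Tmem119 ranged from -0.0085 to 0.17, Cd163 from -0.13 to 0.088, Irf2 from -0.035 to 0.19 and Irf5 from -0.13 to 0.058. None of these passed an adjusted p of 0.05 in any of these settings, and the sign changes with the block are those of the fit without lasered library 4, which gave -0.0085 for Tmem119 and 0.021 for Irf5 as well. Of the other changes among 36 genes, 28 were weaker and 2 stronger.

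The median log2 fold change of some gene lists also changed sign. Without a filter it was -0.046 for the neutrophil list, -0.14 for the pro-fibrotic list and -0.15 for the retinal pigment epithelium list, which was -0.26 with a mean of at least 10 reads. With the block it was -0.056 for the immediate early list and -0.018 for the purinergic receptor list. Over the fits that each left out a library, the endothelium list ranged from -0.69 to 0.19, the immediate early list from -0.056 to 0.16 and the purinergic receptor list from -0.043 to 0.15. By this criterion, chosen after seeing the results, 11 of 252 combinations of a list and an alternative changed direction. By the direction that camera reports, the criterion first used, 12 did, of which 4 were the same, and these included the lymphocyte list with a pseudocount of 0.1 and with voom. None of the 12 had an adjusted p under 0.05 (0 of 12). Of the other changes among 18 lists, 4 were weaker and 3 stronger.

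Of 138 levels, 1 moved by more than its SD with median-of-ratios scaling, the unlasered Tmem119 level. The other alternatives for levels, the median and leaving out a library, cannot move a mean by more than its SD. They therefore do not show that the levels are stable. Mean and median differed for some levels, with 131 and 65.6 CPM for unlasered Fn1 and 0.422 and 0.139 CPM for unlasered Sall1. The alternatives that need DESeq2 or edgeR, among them TMM scaling, were not run, and the recovered reads were tested with voom in their place. Scaling by library size alone is identical to the values used. The depth limits Sall1, Pdcd1 and Npnt, whose levels rest on few reads. It also limits the unlasered level of Ccl22, which rests on 1 to 4 reads per library. The log2 fold change of Ccl22 was 3.62 with a pseudocount of 1 and 6.07 with a pseudocount of 0.1.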

Other observations

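Of the tests below, those of the disease-associated and proliferation lists were set before the data were examined, and the others were chosen only after the result was seen. All directions rest on the labels of the libraries.

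The largest rises after laser injury among the genes named by the rule were those of Gm20547 (log2 fold change 4.59, standard error 0.41, adjusted p = 0.00194 from limma), Spp1 (4.18, standard error 0.34, adjusted p = 0.0015 from limma), Ccl22 (3.62), Saa3 (3.28) and Fam189a2 (3.25). The reads listed for Gm20547 lie on the stretch it shares with Cfb. Cfb alone held 0 to 7 reads per library. This leaves out the reads of the shared stretch, so it does not show that Cfb is little expressed. C2, which Gm20547 also overlaps, did not rise, with a mean of 3.21 CPM in unlasered and 2.28 CPM in lasered libraries. The rise may therefore be that of Cfb. The largest falls were those of Gngt1 (-4.15), Rorb (-3.94), Grk1 (-3.89), Pdc (-3.84) and 2310030A07Rik (-3.82). Each of these genes ordered the unlasered libraries as the rod photoreceptor list does, such as Gngt1 with 215, 986 and 233 CPM in libraries 1, 2 and 3. RNA of rod photoreceptors in the sorted cells may therefore explain these falls. Pdc (chromosome 1 of GRCm38, 150319417 to 150333906) and 2310030A07Rik (150320681 to 150346771) overlap on opposite strands and had similar levels in each library, such as 668 and 637 CPM in unlasered library 2, so they cannot be counted as separate falls. The order depends on the setting. With a pseudocount of 0.1, Ccl22 rose by 6.07 against 5.04 for Gm20547. Grk1 (-4.79) and Rorb (-4.65) then fell further than Gngt1 (-4.22). With voom, Ccl22 rose by 7.13 against 5.14 for Gm20547. The order also changed at a pseudocount of 1 in fits that left out a library. Grk1 fell further than Gngt1 without unlasered library 1 (-4.75 against -4.54) and without lasered library 1 (-4.54 against -4.36). Without unlasered library 3, Fam189a2 rose more than Saa3 (3.59 against 3.07). Each of these 10 genes had groups that did not overlap, which the rule required. With the block, Gm20547 and Spp1 still passed (adjusted p = 0.0125 each from limma), and the other 8 did not (0.058 to 0.167). Ccl22 and Grk1 did not pass with voom (adjusted p = 0.0751 and 0.052 from limma), and Grk1 did not pass without a filter (0.0743) or in 5 of the 7 fits that each left out a library (0.0627 to 0.0815). Without lasered library 2, Pdc and 2310030A07Rik did not pass either (0.0524 and 0.057).

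Fn1 had a log2 fold change of 2.41 between lasered and unlasered libraries (standard error 0.61, adjusted p = 0.0485 from limma), but the groups overlapped, with 131 ± 136 CPM (SD, n = 3) in unlasered libraries. Its adjusted p from limma was 0.11 with the block and 0.11 without a filter on low values, 0.0614 for genes with a mean of at least 10 reads and 0.0653 with voom. Fn1 also failed to pass in 5 of the 7 fits that each left out a library, with adjusted p-values of 0.118 to 0.13 from limma. Of the interferon regulatory factor genes, Irf7 rose from 76.8 to 275 CPM (log2 fold change 1.80, standard error 0.18, adjusted p = 0.00265 from limma), and with the block its adjusted p from limma was 0.0708.

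Of the 18 gene lists, 6 had an adjusted p under 0.05 in limma's camera. The interferon response list rose (median log2 fold change 0.83, adjusted p = 3.6e-08, 13 of 13 genes higher), as did the antigen presentation list (1.81, adjusted p = 0.00115, 8 of 8 genes higher) and the pro-fibrotic list (0.41, adjusted p = 0.0346, 3 of 5 genes higher; range over the alternatives 0.0143 to 0.359). The pro-fibrotic list did not pass without a filter or in 2 of the 7 fits that each left out a library. The rod photoreceptor list fell (-3.31, adjusted p = 2.26e-13, 0 of 15 genes higher). The homeostatic microglia list did not pass (adjusted p = 0.289), and with the block its adjusted p was 0.0409. Of the 8 splits of the libraries that part all same-numbered pairs, 2 gave as many lists, the real one included, and 7 of all 35 did, so the number of lists can be explained by a fortuitous split. Taken singly, a camera p as small as the real one came from 2 of the 8 splits for the rod photoreceptor and interferon response lists (3 of all 35 each), 3 of 8 for the antigen presentation list (8 of 35) and 1 of 8 for the pro-fibrotic list (3 of 35).

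The hypothesis that microglia from mice labelled Irf8 KO still respond to laser injury was tested on the disease-associated list, which rose with an adjusted p of 0.00883 from limma's camera (median log2 fold change 0.21, 13 of 16 genes higher; range over the alternatives 0.000108 to 0.183). That they proliferate was tested on the proliferation list, which rose with an adjusted p of 0.0168 (0.36, 11 of 14 genes higher; range over the alternatives 0.000549 to 0.191). Each list passed in 6 of the 7 fits that each left out a library. For each of these 2 lists, however, 4 of the 8 splits that part all same-numbered pairs gave a camera p as small, and of all 35 splits 6 did for the disease-associated list and 9 for the proliferation list. Neither rise can therefore be told apart from a fortuitous split.

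H2-Ab1 varied between 28.6 and 1497 CPM over the lasered libraries, and Cd74 between 72.8 and 2989 CPM. Over the 7 libraries, H2-Ab1 correlated with the summed level of a list of dendritic cell genes (Spearman's rho 0.893, exact permutation p = 0.0123, adjusted over the 3 relations tested 0.0185; Pearson's r 0.946, exact permutation p = 0.00714), and r was 0.727 without the 2 libraries farthest from the median. H2-Ab1 correlated with Xist as strongly (Spearman's rho 0.893, exact permutation p = 0.0123, adjusted 0.0185; Pearson's r 0.923, exact permutation p = 0.00317), with r 0.875 without those libraries. The summed level of the Y-linked genes, which would fall as H2-Ab1 rises if the sex of the pooled mice explained the spread, did not fall (Spearman's rho 0.464, exact permutation p = 0.302, adjusted 0.302; Pearson's r 0.36, exact permutation p = 0.391, and r 0.388 without those libraries). The tests were two-sided. Xist and the Y-linked genes thus do not point the same way, and sex is not borne out as an explanation. Dendritic cells in the sorted pools may explain the spread, as a hypothesis found and tested on the same libraries. No relation within a condition was computed, since 3 and 4 libraries are too few.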
